# p53R172H and p53R245W Hotspot Mutations Drive Distinct Transcriptomes in Mouse Mammary Tumors Through a Convergent Transcriptional Mediator

**DOI:** 10.1158/2767-9764.CRC-24-0128

**Published:** 2024-08-09

**Authors:** Joy M. McDaniel, Rhiannon L. Morrissey, Denada Dibra, Lalit R. Patel, Shunbin Xiong, Yun Zhang, Gilda P. Chau, Xiaoping Su, Yuan Qi, Adel K. El-Naggar, Guillermina Lozano

## Abstract

Aggressive breast cancers harbor *TP53* missense mutations. Tumor cells with *TP53* missense mutations exhibit enhanced growth and survival through transcriptional rewiring. To delineate how *TP53* mutations in breast cancer contribute to tumorigenesis and progression *in vivo*, we created a somatic mouse model driven by mammary epithelial cell-specific expression of *Trp53* mutations. Mice developed primary mammary tumors reflecting the human molecular subtypes of luminal A, luminal B, HER2-enriched, and triple-negative breast cancer with metastases. Transcriptomic analyses comparing *MaP*^*R172H/−*^ or *MaP*^*R245W/−*^ mammary tumors to *MaP*^*−/−*^ tumors revealed (1) differences in cancer-associated pathways activated in both p53 mutants and (2) Nr5a2 as a novel transcriptional mediator of distinct pathways in p53 mutants. Meta-analyses of human breast tumors corroborated these results. *In vitro* assays demonstrate mutant p53 upregulates specific target genes that are enriched for Nr5a2 response elements in their promoters. Co-immunoprecipitation studies revealed p53R172H and p53R245W interact with Nr5a2. These findings implicate NR5A2 as a novel mediator of mutant p53 transcriptional activity in breast cancer.

**Significance:**

Our findings implicate NR5A2 as a novel mediator of mutant p53 transcriptional activity in breast cancer. NR5A2 may be an important therapeutic target in hard-to-treat breast cancers such as endocrine-resistant tumors and metastatic triple-negative breast cancers harboring *TP53* missense mutations.

## Introduction

Breast cancer comprises four subtypes: luminal A, luminal B, HER2-enriched, and basal-like breast cancer (1, 2). Luminal breast cancers are driven by estrogen receptor (ER) and/or progesterone receptor (PR). HER2-enriched breast cancers are driven by amplification and constitutive signaling of HER2. Basal-like breast cancers are often termed triple-negative breast cancer (TNBC) owing to the lack of expression of ER, PR, and HER2. TNBCs are often metastatic and chemoresistant. Development of anti-hormonal and anti-HER2 therapies has revolutionized breast cancer treatment (1–8). However, there is a need to develop targeted therapies for aggressive breast cancers.

A molecular driver associated with aggressive breast cancer is the mutation of *TP53*. Recent studies show that *TP53* mutations are the most frequent alteration in metastatic breast cancers (9, 10). *TP53* mutations are associated with endocrine resistance in luminal breast cancers, targeted therapy resistance in HER2-enriched breast tumors; and chemoresistance in TNBCs (11–14). Overall, *TP53* mutations are present in 34% of all breast cancers: luminal A (12%); luminal B (29%), HER2-enriched (72%); and TNBC (88%; ref. 15). Therefore, mutations in *TP53* are early events in mammary tumorigenesis that likely play a role in both initiation and progression of aggressive breast tumors.

The *TP53* tumor suppressor gene encodes a transcription factor that functions as a central sensor of cell signals and is a master regulator of cell response to DNA damage (16, 17). The most common *TP53* alterations are missense mutations in the DNA-binding domain (16, 18). Modification of any five arginine residues that are major hotspots for p53 mutations in human cancers disables p53 sequence-specific DNA binding (19). In addition to causing loss of wild-type (WT) tumor suppressor activity, some p53 missense mutations also confer growth and survival advantages including enhanced transformation, greater invasion, increased metastatic potential, and chemoresistance that surpasses what is observed in cells lacking wild-type p53 (20–25). Mutant p53 activities are often mediated through interactions with other DNA-binding proteins to activate the transcription of genes (26, 27), many of which play roles in tumor development. In breast cancer, mutant p53 interacts with SREBP2 to activate the cholesterol biosynthesis pathway driving the disorganized cell morphology of spheroids (21). A functional p53 N-terminal activation domain is required for oncogenic activities of mutant p53 (21, 28, 29).

We developed a physiologically relevant somatic breast cancer mouse model, in which *Trp53*^*R172H*^ and *Trp53*^*R245W*^ missense mutations (orthologs to the human breast cancer hotspot missense mutations *TP53*^*R175H*^ and *TP53*^*R248W*^), are focally induced (25). *Trp53*^*R172H/−*^, *Trp53*^*R245W/−*^, and *Trp53*^*−/−*^ mice were generated *via* mammary gland injection of adenovirus containing Cre-recombinase (Ad-Cre). Recombination in the mammary gland results in excision of WT *Trp53* complementary DNA (cDNA) sequences from the endogenous locus, resulting in mammary ductal epithelial cell-specific mutant p53 expression of *Trp53*^*R172H*^ or *Trp53*^*R245W*^ and biallelic loss of *Trp53* (referred to as *MaP*^*R172H*^, *MaP*^*R245W*^, or *MaP*^*−*^ from hereon). Mice with these mutant *Trp53* alleles develop breast tumors that spontaneously disseminate and form metastases (25).

Transcriptomic analyses comparing tumors from *MaP*^*R172H/−*^ and *MaP*^*R245W/−*^ mice to those of *MaP*^*−/−*^ mice revealed (i) dysregulation of unique cancer-associated pathways in tumors and (ii) Nr5a2 (nuclear receptor subfamily 5 group A member 2) as a predicted mediator of mutant-p53 transcriptional programs.

NR5A2 is an orphan nuclear hormone receptor that belongs to the NR5A (Ftz-F1) subfamily of nuclear receptors and is predominantly expressed in the enterohepatic axis and ovary (30, 31). Studies support a role in embryonic stem cell differentiation and development of several cancers (32–38). Although NR5A2 has been associated with poor prognosis in breast cancer (39, 40), its role in breast cancer is not fully understood. Our findings suggest NR5A2 is a novel mediator of mutant p53 transcriptional rewiring in breast cancer.

## Materials and Methods

### Mice

Female *MaP*^*R172H/−*^, *MaP*^*R245W/−*^, and *MaP*^*−/−*^ mice in an F1 hybrid 50% BALB/c and 50% C57BL6/J background were generated *via* mammary gland injection of adenovirus containing Cre-recombinase (Ad-Cre) at the age of 10 to 12 weeks, as previously described (25). Genotyping analysis of all mice was performed by PCR as previously described (25). Mouse cohorts were monitored daily for tumor development. Moribund mice were euthanized according to Institutional Animal Care and Use Committee guidelines, and tissues were collected in 10% v/v formalin and paraffin-embedded. Additionally, a portion of mammary tumors and matching metastases were flash-frozen on dry ice and stored for downstream analyses. All mouse experiments were performed in compliance with the guidelines of the Association for Assessment and Accreditation of Laboratory Animal Care and the US Public Health Service Policy on Human Care and Use of Laboratory Animals. All animal studies and procedures were approved by the Institutional Animal Care and Use Committee at MD Anderson Cancer Center.

### Molecular subtyping

Molecular subtyping of mammary tumors to define the expression of *Esr1* (ER), *Pgr* (PR), and *Erbb2* (HER2) was performed *via* qRT-PCR analysis as previously described (25).

## Histology

Mammary tissues harvested from mice were fixed in 10% neutral buffered formalin, followed by paraffin embedding; 4-μm tissue sections were stained with hematoxylin and eosin by the MD Anderson Cancer Center Department of Veterinary Medicine Surgery and Histology Laboratory. Tissue sections were analyzed by a pathologist. Hematoxylin and eosin bright field images were taken at 40X using the Nikon Eclipse Ni microscope.

### Immunofluorescence staining

Paraffin-embedded tumor sections were deparaffinized followed by rehydration. Tris(hydroxymethyl) aminomethane–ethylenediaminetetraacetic acid pH 9.0 was used for antigen retrieval. PBS containing 3% fish gelatin (VWR) was used to block slides for 20 minutes. To visualize the TdTomato reporter, immunofluorescence staining of TdTomato was performed on unstained tissue sections using a rabbit polyclonal RFP antibody (Cat # 600-401-379, Rockland Immunochemicals, 1:200). Tissue sections were counterstained with DAPI (Thermo Fisher Scientific). Nikon Eclipse 80i Advanced Research Microscope (Nikon, RRID:SCR_015572) and NIS-Elements imaging software (Nikon, RRID:SCR_014329) were used to acquire images.

### RNA extraction

A portion of the mouse mammary tumor was homogenized using TRIzol and the Qiagen RNeasy Mini Kit (Qiagen Cat # 74104, RRID:SCR_008539) to isolate total RNA using a modified extraction protocol. TRIzol was added to tissue homogenates and incubated at room temperature for 5 minutes. A 1:5 volume of chloroform was added to the tissue/TRIzol mixture and vortexed briefly. Samples were incubated at room temperature for 3 minutes, followed by centrifugation at 12,000 *g* at 4°C for 30 minutes. The aqueous phase was transferred to a new collection tube before mixing with 1.5 volume of 100% ethanol and loading onto an RNeasy spin column (Qiagen, CA). Columns were centrifuged at >8,000 *g* for 15 seconds. Flow-through for each sample was discarded. Each column was washed with buffer RW1, treated with DNase I, and then washed with buffers RW1 and RPE, respectively. Residual ethanol was dried with a final spin and RNA was eluted in 60 μL of nuclease-free water.

Total RNA was isolated from cultured cell lines either overexpressing p53R172H or p53R245W or harboring *Nr5a2* knockdown using TRIzol reagent and the Zymo Research Direct-zol RNA Microprep kit (Zymo Research Cat #R2060, RRID:SCR_008968), following the manufacturer’s instructions.

### RNA sequencing

Libraries were generated and sequenced by the MD Anderson Cancer Center Advanced Technology Genomics Core on an Illumina HiSeq 4000 (*MaP*^*R172H/−*^ tumors; RRID:SCR_016386) or Illumina NovaSeq 6000 Sequencing System (RRID:SCR_016387; *MaP*^*R245W/−*^ and *MaP*^*−/−*^ tumors). Barcoded Illumina-compatible stranded total RNA libraries were prepared using the TruSeq Stranded Total RNA Sample Preparation Kit (Illumina). Briefly, 197 to 250 ng of DNase I treated total RNA was depleted of cytoplasmic and mitochondrial ribosomal RNA using Ribo-Zero Gold (Illumina). After purification, the RNA was fragmented using divalent cations, and double-stranded cDNA was synthesized using random primers. The ends of the resulting double-stranded cDNA fragments were repaired, 5′-phosphorylated, 3′-A tailed, and Illumina-specific indexed adapters were ligated. The products were purified and enriched with 12 cycles of PCR to create the final cDNA library. The libraries were quantified using the Qubit dsDNA HS Assay Kit and assessed for size distribution using the Agilent TapeStation System (RRID:SCR_018435; Agilent Technologies). The libraries for *MaP*^*R127H/−*^ tumors were then pooled, 7 to 8 libraries per pool for a total of three pools. The libraries corresponding to *MaP*^*R245W/−*^ and *MaP*^*−/−*^ tumors were then pooled, with 18 samples per pool. All library pools were quantified by qPCR using the KAPA Library Quantification Kit (Kapa Biosystems). The library pools for *MaP*^*R172H/−*^ tumors were sequenced, one pool per lane on the Illumina HiSeq 4000 sequencer using the 76-nt paired-end format. The library pool for *MaP*^*R245W/−*^ and *MaP*^*−/−*^ tumors was sequenced on the NovaSeq 6000 SP-200 flow cell using the 100-nt paired-end format.

### Transcriptome analysis of mouse mammary tumors

FASTQ files were analyzed for read and base quality using FastQC (RRID:SCR_014583, v 0.11.9). Files that passed QC were analyzed for gene expression. Briefly, reads were aligned using STAR (RRID:SCR_004463, v 2.7.10b) with default parameters to the mm39 (GRCm39) reference genome (41) and gene expression was determined from mapped reads counted using RSEM (RRID:SCR_000262, v 1.3.3; ref. 42) using the GENCODE (RRID:SCR_014966, v M34) annotation of *Mus musculus* genes (43). Raw counts were normalized and compared for differential expression using *DESeq2* (RRID:SCR_000154; ref. 44). To account for multiple comparisons, *P* values were adjusted to FDRs using the Benjamini–Hochberg method (45). Differentially expressed genes (DEG) were identified using statistical cutoffs of log fold change of ≥1.0 or ≤−1.0 and FDR ≤5%. DEGs were assessed for pathway enrichment using gene set enrichment analysis (GSEA; RRID:SCR_003199) and MSigDB from the Molecular Signature Database (RRID:SCR_016863, v 2023.2.Hs; ref. 46).

### Microarray data analysis

The METABRIC study was queried for human breast tumor samples harboring a *p53*^*R175H*^ or *p53*^*R248Q/W*^ mutation in cBioPortal (47, 48). This study was also queried for human breast tumors with biallelic deletion of *TP53*. Sample IDs for each tissue were used to acquire corresponding microarray data. Gene expression microarray results matching the identified samples were processed using the Bioconductor package *limma* for differential expression (RRID:SCR_006442; ref. 49). GSEA was performed using Hallmark pathways from the Molecular Signature Database and DEGs between samples with *TP53* missense mutations and samples with homozygous *TP53* deletions.

### Transcription factor motif discovery analysis

FASTA files containing sequences from the 10,000 base pairs upstream of the transcriptional start site of significantly upregulated genes were downloaded using the Ensembl Biomart (RRID:SCR_002344; ref. 50) and used as input for MEME or MEME-SEA (MEME-Suite, Motif-based sequence analysis tools, RRID:SCR_001783) to identify significantly enriched motifs (bioRxiv 2021.08.23.457422; refs. 51,52). In a reciprocal analysis, FIMO (MEME-Suite, Motif-based sequence analysis tools, RRID:SCR_001783) was used to identify genes with promotors that harbor at least one motif corresponding to a defined transcription factor’s known DNA-binding sequence (53).

### Overexpression of murine p53 mutants

Lentivirus expressing murine p53R172H- or p53R245W-mutant proteins (and enhanced green fluorescent protein) was synthesized by Vector-Builder. A cell line was derived from a *Trp53*-null mammary tumor using previously described methods (54). The cell line was transduced with lentivirus, selected with 4-μg puromycin for 2 days, and assessed for transduction by enhanced green fluorescent protein expression on a fluorescence microscope. Transduced cells were washed with PBS and collected for protein or RNA extraction. The in-house generated cell line used for transduction experiments was authenticated for the *Trp53-*null genotype and for murine origin. Cells were cultured for 10 passages between thawing, transduction, and RNA extraction.

### Nr5a2 knockdown

*MaP* ^*R172H/−*^ and *MaP*^*R245W/−*^ mammary tumor-derived cell lines were transfected with either *Nr5a2* siRNAs (si-1, si-2, si-3, and si-4) or universal nontargeting control siRNA (J-047044-09-0010, J-047044-10-0010, J-047044-11-0010, J-047044-12-0010, and D-001810-10-20, respectively, Horizon Discovery). Total RNA was isolated 48 hours after the transfection as described above. Mammary tumor-derived cell lines used for *Nr5a2* knockdown experiments were authenticated for the *Trp53*^*R172H/−*^ or *Trp53*^*R245W/−*^ genotype and for murine origin. Cells were cultured for 10 passages between thawing, transduction, and RNA extraction.

### Protein isolation, immunoprecipitation, and immunoblotting

Protein was isolated from cell pellets using NP-40 lysis buffer containing a protein inhibitor cocktail (Sigma-Aldrich). Supernatant was collected and protein was quantified utilizing the Pierce BCA Protein Assay Kit (Thermo Fisher). The supernatant was mixed with 6× SDS-PAGE gel loading buffer. Samples were boiled for 5 minutes at 95°C to denature protein. Protein lysates were resolved on 10% SDS-PAGE gels and immunoblotted with antibodies against p53 (CM5, P53-CM5P-L; Leica Biosystems; 1:1,000), Nr5a2, (Anti-NR5A2 (LRH1), ABE2867; EMD-Millipore; 1:1,000), anti-rabbit IgG peroxidase-conjugated [Goat anti-Rabbit IgG (H + L) Cross Adsorbed Secondary Antibody, HRP, A16104, Invitrogen; 1:6,000], anti-mouse IgG peroxidase-conjugated [Goat anti-mouse IgG (H + L) Secondary Antibody, HRP, 62 to 6520, Invitrogen; 1:6,000] and vinculin [Anti-Vinculin (E1E9V), #13901; Cell Signaling; 1:500].

For immunoprecipitation, tumor tissue pieces were homogenized followed by lysis with a nondenaturing buffer [50-mmol/L tris HCl (pH 7.4), 150-mmol/L NaCl, 1% NP-40, and 2-mmol/L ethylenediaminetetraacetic acid containing protease and phosphatase inhibitors (Santa Cruz Biotechnology)]. Immunoprecipitations containing 4 μL of primary rabbit antibody against NR5A2 [Anti-NR5A2 (LRH1), ABE2867; EMD-Millipore] or rabbit IgG (Cell Signaling Technology) and 1 mg of total protein lysate were performed overnight at 4°C. The following day, lysates were incubated with a 20-μL of Protein A Dynabeads (Dynabeads Protein A for Immunoprecipitation, 10001D, Thermo Fisher Scientific) for 3 hours at 4°C. The Dynabeads were washed four times and heated to 95°C for 5 minutes in 35 μL of sample buffer. For the immunoblotting step, equal amounts of protein from each sample were subjected to 10% SDS-PAGE followed by transfer to Immun-Blot polyvinylidene difluoride membranes (Bio-Rad). The following antibodies were used to probe the blot: anti-p53 (CM5, P53-CM5P-L; Leica Biosystems), anti-NR5A2 [Anti-NR5A2 (LRH1), ABE2867; EMD-Millipore], anti-vinculin [Anti-Vinculin (E1E9V), #13901; Cell Signaling], anti-rabbit IgG peroxidase-conjugated [Goat anti-Rabbit IgG (H + L) Cross Adsorbed Secondary Antibody, HRP, A16104, Invitrogen; 1:6,000], and VeriBlot-horseradish peroxidase (VeriBlot-HRP, ab131366, Abcam).

### Real-time qRT-PCR of p53 mutant-specific target genes

Total RNA isolated from cell lines overexpressing p53R172H and p53R245W or transfected with control and *Nr5a2* siRNAs was used to prepare cDNA *via* reverse transcription using the iScript cDNA synthesis kit (Bio-Rad). qRT-PCR was performed using SYBR green (Bimake) on the Bio-Rad CFX384 Real-Time Detection System (RRID:SCR_018057; Bio-Rad). Relative expression levels for murine p53 mutant-specific target genes of interest or *Nr5a2* were normalized to *Actab*. A description of the primers used is in Supplementary Table S1.

### Statistical analysis

Kaplan–Meier survival analyses for each mouse cohort were performed using Prism 9 software (GraphPad Software, v 9, RRID:SCR_002798, CA). Fisher’s exact tests comparing primary tumor incidence were performed using Prism 9 software. Mann–Whitney *U* tests on real-time qPCR values were performed using Prism 9 software. Statistical analysis of changes in gene expression was performed using the Bioconductor packages *limma* and *DESeq2* in the R Project for Statistical Computing environment (RRID:SCR_001905, v 4.2.0).

### Data availability

RNA-seq data reported in this article have been deposited in the Gene Expression Omnibus database, GSE270515.

## Results

### Somatic breast cancer mouse models driven by p53 mutations recapitulate human tumor diversity

To examine how p53R172H and p53R245W drive mammary tumor development and progression, we generated and examined mice with the following mutations: *MaP*^*R172H/−*^ (*n* = 7), *MaP*^*R245W/−*^ (*n* = 5), and *MaP*^*−/−*^ (*n* = 6). Adenovirus containing Cre-recombinase (Ad-Cre) was delivered to the mammary epithelial duct *via* intraductal injection. Ad-Cre allows recombination of the WT *Trp53* allele to express mutant p53. Thus, mutant p53 is only expressed in the epithelial cells, while the stroma and immune components retain WT *Trp53* (25). *MaP*^*R172H/−*^ mice resulted in 100% mammary tumor formation, with a median latency of 13.9 months postinjection (Table 1; Fig. 1A and B). Moreover, 100% of *MaP*^*R245W/−*^ mice developed primary mammary tumors with a median latency of 14 months postinjection (Table 1; Fig. 1A and B). Only 67% (4/6) of Ad-Cre injected *MaP*^*-^/^-*^ mice developed mammary tumors, with a median latency of 14.7 months postinjection (Table 1; Fig. 1A and B). No statistically significant differences in tumor-free survival were observed (Fig. 1B).

**Table 1:** Tumors Used in Study

Mouse ID	Genotype	Histological classification	Molecular subtype	Metastasis	Latency (months postinjection)
*Ma* ^*PR172H/−*^					
YZ2^a^	*MaP* ^*R172H/−*^; *Rosa26*^*LSL-TdTomato/+*^	Nonmetaplastic AC	Luminal B	Lung	13.8
YZ3^a^	*MaP* ^*R172H/−*^	Nonmetaplastic AC	Luminal B	No	13.3
YZ4^a^	*MaP* ^*R172H/−*^	Nonmetaplastic AC	Luminal B	No	14.5
YZ6^a^	*MaP* ^*R172H/−*^; *Rosa26*^*LSL-TdTomato/+*^	Nonmetaplastic AC	HER2-enriched	No	15.9
YZ7^a^	*MaP* ^*R172H/−*^	Nonmetaplastic AC	Luminal B	No	13.3
YZ10^a^	*MaP* ^*R172H*/*−*^; *Rosa26*^*LSL−TdTomato/+*^	Nonmetaplastic AC	Luminal B	Lung	13.9
YZ11^a^	*MaP* ^*R172H/−*^	Nonmetaplastic AC	Luminal B	No	14.5
*MaP* ^*R245W/−*^					
JM1126^a^	*MaP* ^*R245W/−*^	Nonmetaplastic SAC	TNBC	Lung	14
JM1133^a^	*MaP* ^*R245W/−*^	Metaplastic SC	TNBC	Lung	14
JM1233^a^	*MaP* ^*R245W/−*^; *Rosa26*^*LSL-TdTomato/+*^	Metaplastic SC	TNBC	Lung	14
JM1564^a^	*MaP* ^*R245W/−*^; *Rosa26*^*LSL-TdTomato/+*^	Nonmetaplastic AC	TNBC	Lung	15
RM0014^a^	*MaP* ^*R245W/−*^; *Rosa26*^*LSL−TdTomato/+*^	Metaplastic SC	TNBC	Lung	11
*MaP* ^*−*^ *^/^* ^*−*^					
JM663-T1^a^	*MaP* ^*−*^ *^/^* ^*−*^	Metaplastic SC	TNBC	Lung	12
JM663-T2^a^	*MaP* ^*−*^ *^/^* ^*−*^	Metaplastic SC	TNBC		
JM779-T1	*MaP* ^*−*^ *^/^* ^*−*^	Metaplastic SC	TNBC	No	12
JM779-T2^a^	*MaP* ^*−*^ *^/^* ^*−*^	Nonmetaplastic AC	TNBC		
JM833-T1^a^	*MaP* ^*−*^ *^/^* ^*−*^	Metaplastic PDC	TNBC	Lung	18
JM833-T2^a^	*MaP* ^*−*^ *^/^* ^*−*^	Metaplastic PDC	TNBC		
JM836-T1	*MaP* ^*−*^ *^/^* ^*−*^	Nonmetaplastic AC	TNBC	Lung and Liver	13
JM836-T2^a^	*MaP* ^*−*^ *^/^* ^*−*^	Metaplastic SC	TNBC		

Abbreviations: AC, adenocarcinoma; PDC, poorly differentiated carcinoma; SAC, sarcoma; SC, sarcomatoid carcinoma.

a Tumor was sequenced.

**Figure 1:**
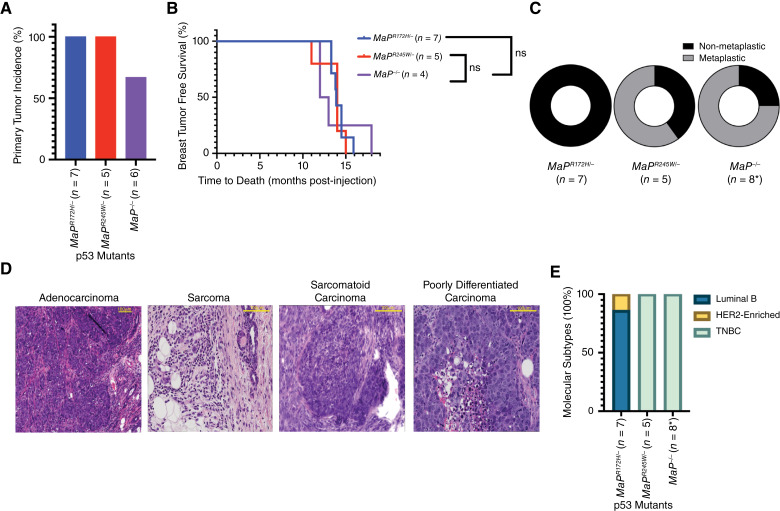
Molecular characterization of mammary tumors from *MaP* mice. **A,** Incidence of primary mammary tumor formation across *MaP*^*R172H/−*^ (*n* = 7), *MaP*^*R245W/−*^ (*n* = 5), and *MaP*^*−/−*^ (*n* = 6) mice. **B,** Tumor-free survival of mammary tumor-bearing mice. **C,** Histological subtypes across *MaP* mice (*Indicates four mice had two primary tumors). **D,** Histology of mammary tumors in *MaP* mice. Yellow scale bar, 100 µm. **E,** Breast cancer molecular subtypes defined by qPCR for *Esr1* (Estrogen Receptor), *Pgr* (progesterone receptor), and *Erbb2* (HER2).

Primary mammary tumors demonstrate diverse histopathology across mice harboring different *p53* missense mutations. Nonmetaplastic and metaplastic histological subtypes were observed. All seven mammary tumors from *MaP*^*R172H/−*^ mice were nonmetaplastic adenocarcinomas (AC; Table 1; Fig. 1C and D). Five *MaP*^*R245W/−*^ mice developed tumors that were both nonmetaplastic (2/5, 20%) and metaplastic (3/5, 80%; Fig. 1C). The nonmetaplastic tumors were a sarcoma (SAC, 1/5, 20%) and adenocarcinoma (AC, 1/5, 20%), whereas the metaplastic tumors were sarcomatoid carcinomas (SC, 3/5, 60%; Table 1; Fig. 1D). Only four of six *MaP*^*−^/^−*^ mice yielded mammary tumors; however, each mouse had two focal mammary tumors for a total of eight tumors of this genotype. These tumors included nonmetaplastic AC (2/8, 25%), metaplastic SC (4/8, 50%), and metaplastic poorly differentiated carcinoma (2/8, 25%; Table1; Fig. 1C and D). Tumors from our somatic mouse model therefore develop both the more common AC histology and rare SAC, SC, and poorly differentiated carcinoma histological subtypes noted in more aggressive human breast cancer cases (55).

To highlight the relevance of the somatic breast model and its ability to mimic human breast cancer molecular subtypes, we characterized mammary tumors associated with each p53 mutant for their expression of *Esr1* (ER), *Pgr* (PR), and *Erbb2* (HER2). The majority of the *MaP*^*R172H/−*^ tumors are of the luminal B subtype, with 86% expressing *Erbb2* and *Esr1*, *Pgr*, or both. The remaining 14% of *MaP*^*R172H/−*^ tumors model HER2-enriched disease, expressing only *Erbb2* (Table 1; Fig. 1E; ref. 25). All *MaP*^*R245W/−*^ mammary tumors were TNBC lacking *Esr1*, *Pgr*, or *Erbb2* expression (Table 1; Fig. 1E)*.* All mammary tumors from *MaP*^*−/−*^ mice were also TNBC (Table 1; Fig. 1E). Collectively, these results demonstrate that our mutant p53 somatic model of mammary cancer develops primary tumors reflecting the human molecular and histological subtypes of breast cancer.

### Somatic breast tumors with p53 mutations are metastatic

A metastasis phenotype is associated with *Trp53* mutations (54, 56–63). Distant metastases in our cohorts were determined by gross dissection and histopathology and, in some cases, visualized using TdTomato as a fluorescent reporter (Table 1; Fig. 2). Among the *MaP*^*R172H/−*^ mice, only 28% of the mice (2 out of 7) bearing mammary tumors developed metastasis to the lungs (Table 1; Fig. 2A and B). In the *MaP*^*R245W/−*^ cohort, 100% of the mammary tumors (*n* = 5) were metastatic to the lungs (Table 1; Fig. 2A and C). Immunofluorescence staining for TdTomato revealed recombination in epithelial cells of primary mammary tumors and their lung metastases in both *MaP*^*R172H/−*^ and *MaP*^*R245W/−*^ mice (Fig. 2B and C). In the *MaP*^*−/−*^ cohort, four mice developed primary breast tumors and three of these mice developed metastasis, two with metastasis to the lungs, and one mouse with metastasis to both the lung and liver (Table 1; Fig. 2A).

**Figure 2:**
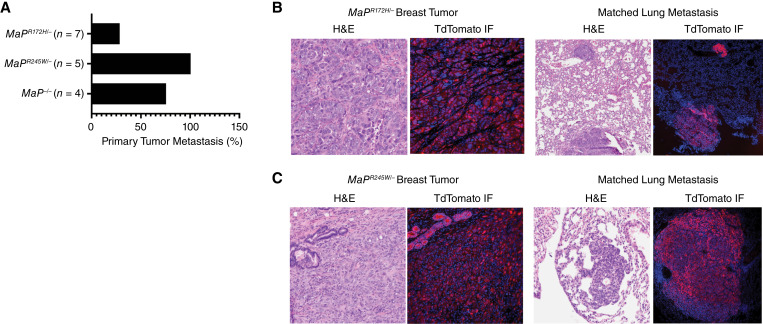
Metastasis in *MaP* mice. **A,** Metastasis incidence in *MaP* mice. **B,** Histology and immunofluorescence staining of TdTomato in a primary breast tumor and matched lung metastasis from a *MaP*^*R172H/−*^ mouse, YZ2. **C,** Histology and immunofluorescence staining of TdTomato in a primary breast tumor and matched lung metastasis from a *MaP*^*R245W/−*^ mouse, JM1233. H&E, hematoxylin and eosin; IF, immunofluorescence.

### Transcriptomes of mutant p53-driven tumors demonstrate mutant-specific pathway enrichment

Mutant p53 oncogenic activities have been attributed to its interactions with other transcription factors and disruption of transcriptional networks (27). The transcriptional output associated with these activities becomes evident when comparing tumors with *Trp53* missense mutations to *Trp53* deletion (54). 

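Total RNA, depleted of ribosomal RNA, was sequenced from 18 mammary tumors: 7 from MaP R172H/- mice, 5 from MaP R245W/- mice and 6 from MaP -/- mice. The 6 MaP -/- tumors came from 4 mice, with 2 tumors each from 2 of them. The sample labels name tumors JM779-T1 and JM836-T1, where Table 1 marks JM779-T2 and JM836-T2 as sequenced, so the histology of these libraries is left open. The authors aligned the reads with STAR to GRCm39, counted them per gene with RSEM and the GENCODE M34 annotation, and deposited whole-number counts without normalization. The totals per tumor ran from 23113578 to 27930163 counts in the MaP R172H/- group (median 24064910). They ran from 30030630 to 37365062 in the MaP R245W/- group (median 33581143) and from 24736337 to 32085794 in the MaP -/- group (median 27212265). The MaP R172H/- libraries were read as pairs of 76 nt on an Illumina HiSeq instrument. The MaP R245W/- and MaP -/- libraries were read as pairs of 100 nt on a Illumina NovaSeq instrument. Every library read on the HiSeq instrument came from a MaP R172H/- tumor, so sequencing platform and genotype cannot be told apart in a comparison of these tumors with either other group. The subtypes in Table 1 also divide along this line, with luminal B or HER2-enriched tumors in the MaP R172H/- group and triple-negative tumors in the other groups. Of 57126 genes in the table, 45551 had a count in at least 1 tumor. Each mutant group was compared with the MaP -/- tumors in a fit of its own with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on low counts. Genes at a Benjamini-Hochberg FDR below 0.05 and an absolute log2 fold change above 2 were called differentially expressed. In simulated data with the libraries of the MaP R172H/- comparison, this test found, at an FDR below 0.05, 87 of 100 genes changed by 3 on the log2 scale. With the libraries of the MaP R245W/- comparison it found 79 of 100. The changed genes were drawn only from genes above a minimum mean count, so these shares do not cover genes at low counts.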

RNA sequencing was performed on *MaP*^*R172H/−*^ (*n* = 7) and *MaP*^*R245W/−*^ (*n* = 5) mammary tumors and compared with *MaP*^*−/−*^ (*n* = 6) mammary tumors (Table 1). 

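Among 20954 genes tested between the 7 MaP R172H/- and the 6 MaP -/- tumors, 67 were higher and 220 lower in the MaP R172H/- tumors. An FDR below 0.05 without the fold change threshold was reached by 1760 genes. Of the alternatives, leaving out the fold change threshold moved the count most, to 768 genes higher and 992 lower, and a DESeq2 Wald test with its default settings called 228 genes higher and 677 lower. Of the 67 genes that were higher, 40 are protein-coding, and 18 of the 67 are core histone genes. Of the 220 genes that were lower, 93 are protein-coding and 88 are processed pseudogenes, against 1252 processed pseudogenes among the genes tested. Nrtn (ENSMUSG00000039481.6) lies on chromosome 17 of GRCm39 from 57058324 to 57064569 and encodes neurturin. Its level was 6.14 ± 1.86 CPM (counts scaled to library size; SD, n = 7) in MaP R172H/- tumors and 0.472 ± 0.307 CPM (SD, n = 6) in MaP -/- tumors. This is a log2 fold change of 3.68 (standard error 0.548, FDR = 0.00142 from edgeR), and every MaP R172H/- tumor lay above every MaP -/- tumor. The largest rises among genes whose groups did not overlap were those of the small nuclear RNA gene Gm22513 (log2 fold change 6.24), the processed pseudogene Gm4130 (4.23), Nrtn, Sts (3.45) and the histone gene H2ac13 (3.44). Gm22513 ranged from 42.1 to 424.6 CPM in MaP R172H/- tumors and reached 9.56 CPM in MaP -/- tumors. The largest falls were those of the pseudogene Gm15772 (log2 fold change -7.03), Cstdc4 (-6.06), the pseudogenes Gm13215 and Gm45660, and the small nucleolar RNA gene Gm24130. For the last 3 of these, all MaP R172H/- libraries held 3 counts or fewer. Against that floor, Gm13215 was at least 12.7-fold lower, Gm24130 at least 9.19-fold lower and Gm45660 at least 5.46-fold lower. Cstdc4 had a median of 1.33 CPM in MaP -/- tumors and reached 21.0 CPM, and its log2 fold change was -4.86 without JM663-T2. Arhgef18, which lies on chromosome 8 from 3403415 to 3507334, had a log2 fold change of 2.41 (FDR = 0.0851 from edgeR), and 0.87 without tumor YZ7. Its level was 1787 CPM in YZ7 and had a median of 87.5 CPM over the 7 tumors. Fbxo2 had a log2 fold change of 3.11 (FDR = 0.113 from edgeR), and 1.17 without YZ7. Msi1 had a log2 fold change of 2.40 (FDR = 0.135 from edgeR), and Lime1 was too low to be tested.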

Comparison of *MaP*^*R172H/−*^ mammary tumors to *MaP*^*−/−*^ mammary tumors revealed 324 DEGs, of which 106 genes are upregulated and 218 genes are downregulated using an FDR of 5% and a log_2_ fold change of 2 (Fig. 3A and B). To assess pathways dysregulated by p53R172H, GSEA was performed using the Hallmark database of pathway signatures (Fig. 3C; Supplementary Table S2; refs. 46, 64). These analyses show significant enrichment of only the Wnt Beta Catenin signaling pathway (FDR < 0.05; Fig. 3C; ref. 64). 

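The MSigDB Hallmark sets were not used here. In their place, 27 lists of genes were written by hand from general knowledge of each pathway before the data were examined. They were tested with camera, from limma, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 27 lists. In MaP R172H/- tumors compared with MaP -/- tumors, 6 lists were higher and 3 lower at an FDR below 0.05. The list of 38 tested genes of Wnt and beta-catenin signaling had a median log2 fold change of 0.35 and 30 genes above 0 (FDR = 0.00235 from camera in limma). Of these genes, 2 passed an FDR of 0.05 over all genes tested and 2 when adjusted over the list alone. A narrower list of 16 Wnt target genes had a median log2 fold change of 0.24 (FDR = 0.0550 from camera in limma). Core histone genes made the strongest list, with a median log2 fold change of 1.61 over 57 genes, 55 of them above 0 (FDR = 3.74e-29 from camera in limma). Of the 57 histone genes, 32 passed an FDR of 0.05 over all genes and 40 when adjusted over the list alone. The lists of epithelial genes, basal epithelial genes, non-histone genes of the TCF complex and cholesterol biosynthesis genes were also higher. With 1 tumor left out, the FDR reached 0.329 for the cholesterol list (without YZ7), 0.117 for the epithelial list (without JM779-T1) and 0.0830 for the basal epithelial list (without YZ4). No list passed when camera estimated the correlation between genes from the data, and the Wnt list then had an FDR of 0.264. Rotation tests with fry left 3 lists higher and 1 lower, with the Wnt list and the histone list among those higher. Of 100 splits of the 13 tumors, 73 gave at least 9 lists past the threshold, the real split included. For the Wnt list alone, 3 of the 100 splits gave a camera p as small. From the Hallmark result in Fig. 3C the paper concludes that this signaling pathway is the one enriched in the MaP R172H/- tumors.

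**Figure D1:**
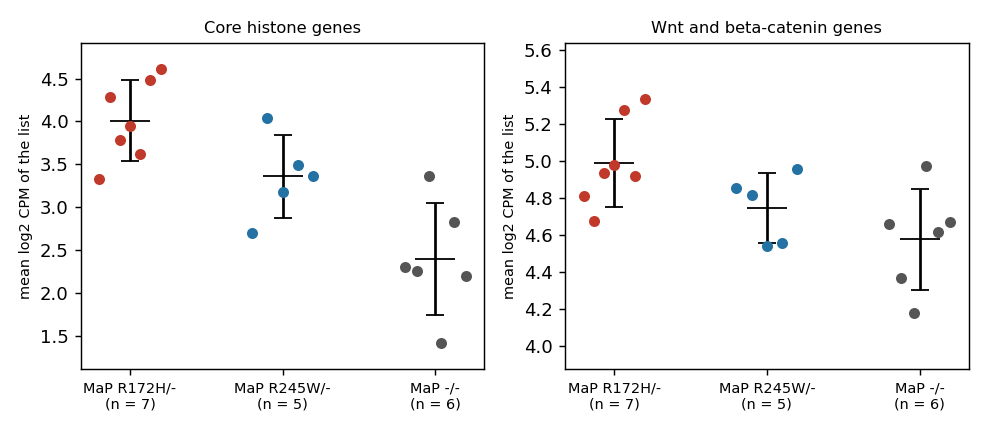
Mean log2 CPM of the core histone list (left) and the Wnt and beta-catenin list (right) in each tumor, by genotype, with the group mean and SD as bars. The histone list had a mean of 4.01 in the 7 MaP R172H/- tumors and 2.40 in the 6 MaP -/- tumors, and the Wnt list 4.99 and 4.58.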

A second GSEA was performed using the Reactome database, revealing enrichment for processes involving the formation of the beta catenin TCF-transactivating complex, corroborating the activation of Wnt signaling in *MaP*^*R172H/−*^ mammary tumors (46, 65).

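Reactome sets shipped with the fgsea package were tested in the same way, where at least 80% of a set's members could be paired with genes of the table and 10 to 500 were tested. Of 868 sets, 44 were higher and 44 lower in MaP R172H/- tumors at an FDR below 0.05. The set for formation of the beta-catenin:TCF transactivating complex ranked 16 by p, with 30 of its 37 genes above 0 and a median log2 fold change of 0.36 (FDR = 1.89e-09 from camera in limma). Core histone genes make up 12 of the 37. These 12 had a median log2 fold change of 2.33, all above 0, and the other 25 had a median of 0.20, with 18 above 0. Tested apart, the histone genes had an unadjusted p of 4.74e-16 from camera and the other genes 0.00186. The set with the smallest p was DNA methylation, whose 27 genes had a median log2 fold change of 1.93. With the correlation between genes estimated from the data, no Reactome set passed the threshold, while under fry 26 were higher and 53 lower. From this set, the paper reasons that Wnt signaling is active in MaP R172H/- mammary tumors.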

**Figure 3:**
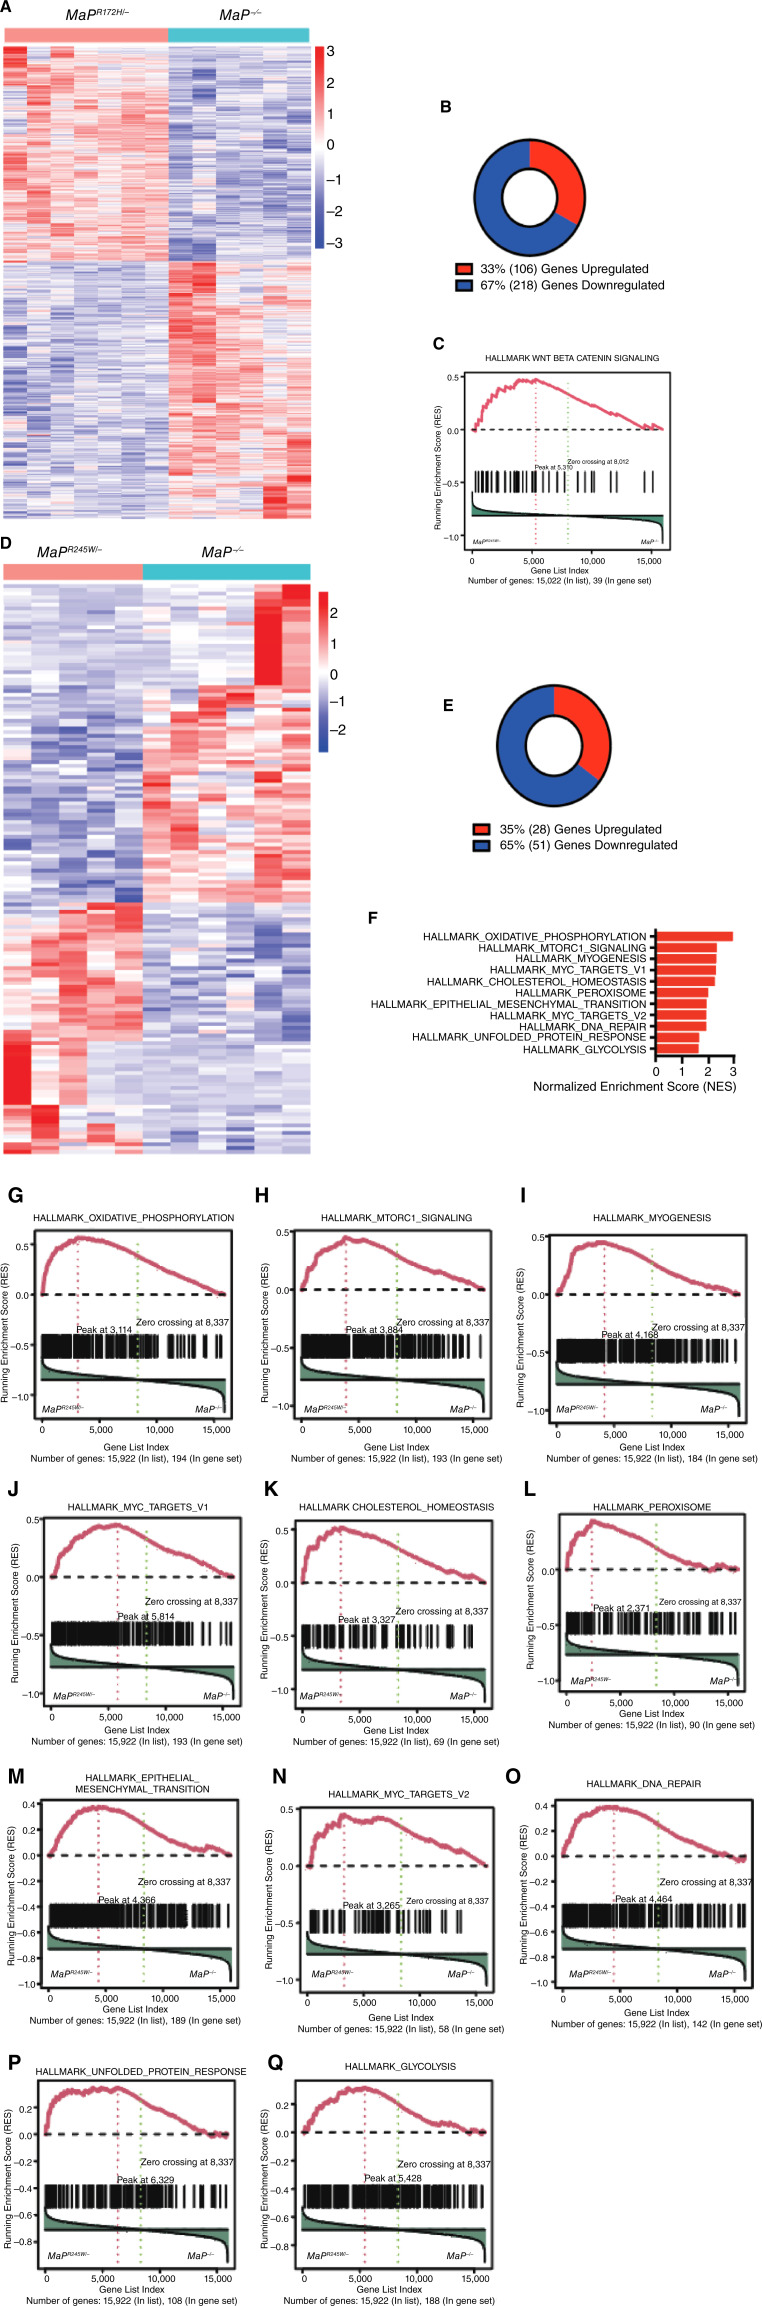
Transcriptomes of *MaP*^*R172H/−*^ and *MaP*^*R245W/−*^ mice disrupt nonoverlapping cancer pathways. **A,** Heatmap showing hierarchical clustering of *MaP*^*R172H/−*^ and *MaP*^*−/−*^ mammary tumors using the Pearson distance and Ward linkage. Order of samples for *MaP*^*R172H/−*^: YZ17, YZ11, YZ4, YZ6, YZ10, YZ2, and YZ3. Order of samples for *MaP*^*−/−*^: JM663-T2, JM779-T2, JM836-T2, JM663-T1, JM833-T1, and JM833-T2. **B,** Pie chart representing significantly DEGs for *MaP*^*R172H/−*^ mammary tumors compared with *MaP*^*−/−*^ mammary tumors (DESeq2, significance criteria were FDR <5% and log_2_ fold change > 2). **C,** Enrichment plot for Wnt Beta Catenin signaling. **D,** Heatmap showing hierarchical clustering of *MaP*^*R245W/−*^ and *MaP*^*−/−*^ mammary tumors. Order of samples for *MaP*^*R245W/−*^: JM1233-T1, JM1126, JM1133, JM1564, and RM0014. Order of samples for *MaP*^*−/−*^: JM836-T2, JM663-T1, JM663-T2, JM779-T2, JM833-T1, and JM833-T2. **E,** Pie chart representing significantly DEGs for *MaP*^*R245W/−*^ mammary tumors compared with *MaP*^*−*/*−*^ mammary tumors. **F,** Representation of significantly enriched Hallmarks pathways as defined by gene set enrichment analysis. **G,** Enrichment plots for pathways involved in oxidative phosphorylation signaling, mTORC1 signaling (**H**), myogenesis signaling (**I**), Myc targets V1 (**J**), cholesterol homeostasis (**K**), peroxisome (**L**), epithelial–mesenchymal transition (**M**), Myc targets V2 (**N**), DNA repair (**O**), unfolded protein response (**P**), and glycolysis (**Q**) in *MaP*^*R245W/−*^ compared with *MaP*^*−l−*^ mammary tumors.

The *TP53*^*R248W*^ missense mutation (human ortholog of mouse *p53*^*R245W*^) is the most prevalent hotspot mutation in breast cancer, associated with poor prognosis and reduced survival when compared with other *TP53* mutations (22, 66, 67). 

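Among 21452 genes tested between the 5 MaP R245W/- and the 6 MaP -/- tumors, no gene passed an FDR of 0.05 with edgeR, while 2527 genes had an unadjusted p below 0.05. Both groups were sequenced on the NovaSeq instrument. With a DESeq2 Wald test at its default settings, 58 genes were higher and 148 lower at an FDR below 0.05 and an absolute log2 fold change above 2. In simulated data with these libraries, 31 of the 130 genes that DESeq2 called at these limits had not been changed, against 3 of 85 with edgeR. There DESeq2 ran on the genes kept by edgeR's filter, and the counts were drawn with edgeR's dispersion estimates. These shares are therefore no measure of false calls among the 58 and 148 genes. Prss35 (ENSMUSG00000033491.15) lies on chromosome 9 from 86617045 to 86640606. Its level was 15.9 ± 20.3 CPM (SD, n = 5) in MaP R245W/- tumors and 0.519 ± 0.257 CPM (SD, n = 6) in MaP -/- tumors. The log2 fold change was 4.91 (standard error 0.916, FDR = 0.263 from edgeR). Tumor JM1233 alone had 50.8 CPM of Prss35, and without it the log2 fold change was 3.76. Add2, on chromosome 6 from 86005550 to 86101707, had a log2 fold change of 3.17 (FDR = 0.36 from edgeR) and 1.61 without tumor JM1126, where its level was 58.8 CPM. Myh4, on chromosome 11 from 67128336 to 67151274, had a log2 fold change of 6.49 (FDR = 0.36 from edgeR), with values from 0.314 to 145.4 CPM among the MaP R245W/- tumors. Without tumor JM1233 the log2 fold change of Myh4 was 4.99. Ankrd2 was too low in most tumors to be tested.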

Transcriptome analyses revealed 79 DEGs of which 28 are upregulated and 51 are downregulated when *MaP*^*R245W/−*^ tumors were compared with *MaP*^*−/−*^ tumors (Fig. 3D and E). GSEA revealed significant enrichment of Hallmark signatures associated with oxidative phosphorylation, mTORC1 signaling, myogenesis, MYC Targets V1, cholesterol homeostasis, peroxisome, epithelial–mesenchymal transition, MYC Targets V2, DNA repair, unfolded protein response, and glycolysis (FDR < 0.05; Fig. 3F–Q; Supplementary Table S3; refs. 46, 64). 

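Of the 27 lists, 15 were higher and 5 lower in MaP R245W/- than in MaP -/- tumors at an FDR below 0.05 with camera's preset correlation. The list of oxidative phosphorylation subunits had a median log2 fold change of 0.46, with 72 of 74 genes above 0 (FDR = 6.25e-21 from camera in limma). No subunit passed an FDR of 0.05 over all genes, and 22 did when adjusted over the list alone. Genes of mTORC1 signaling had a median log2 fold change of 0.31 (FDR = 2.29e-05 from camera in limma), and MYC targets 0.24 (FDR = 1.13e-05). DNA repair genes had a median of 0.32, genes of the unfolded protein response 0.24, peroxisome genes 0.17, genes of epithelial-mesenchymal transition 0.44 and glycolysis genes 0.27, each at an FDR below 0.05. Skeletal muscle genes, the stand-in for myogenesis, had a median of 3.43 with 22 of 22 genes above 0 (FDR = 1.53e-09 from camera in limma). The muscle score was 6.16 in the highest of the 5 tumors and -0.164 in the lowest, so the rise was not shared by all. Under fry, 2 lists remained higher, and with an estimated correlation no list did, the oxidative phosphorylation list having an FDR of 0.325. Of 100 splits of the 11 tumors, the real one gave 20 lists past the threshold, and the others gave up to 19, with a median of 12. No other split gave so small a p for oxidative phosphorylation. For the other lists, the number of splits with as small a p, the real one included, was 7 for DNA repair, 15 for peroxisome, 16 for muscle, 20 for mTORC1, 21 for MYC targets, 32 for the unfolded protein response, 42 for glycolysis and 59 for epithelial-mesenchymal transition. In MaP R172H/- tumors the oxidative phosphorylation list had a median of 0.13 (FDR = 0.114 from camera in limma), and it passed there with preranked fgsea (0.0131) and with a muscle covariate (0.0138). MYC Targets V1 and V2 were not told apart by these lists.

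**Figure D2:**
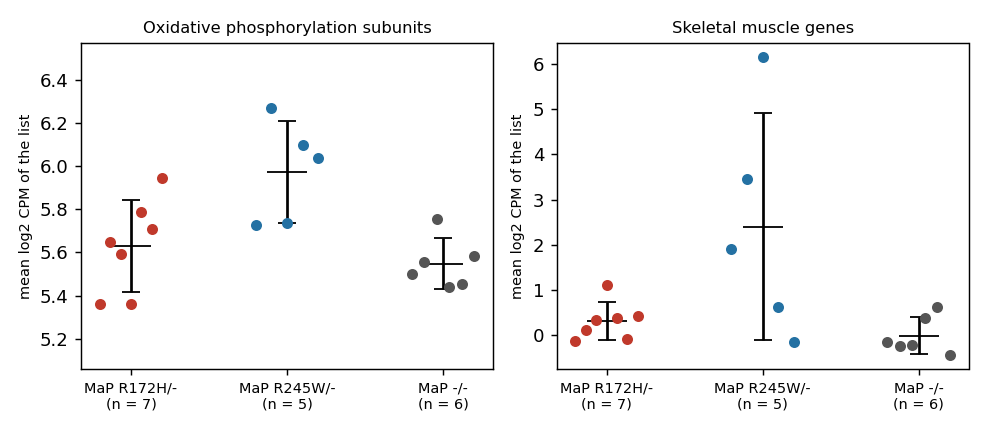
Mean log2 CPM of the oxidative phosphorylation list (left) and the skeletal muscle list (right) in each tumor, by genotype, with the group mean and SD as bars. The oxidative phosphorylation list had a mean of 5.97 in the 5 MaP R245W/- tumors and 5.55 in the 6 MaP -/- tumors, and the muscle list ranged from -0.16 to 6.16 in the MaP R245W/- tumors.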

GSEA using the Reactome database revealed enrichment for multiple processes involving electron transport (FDR < 0.05; refs. 46, 65). These data corroborate the Hallmark finding of oxidative phosphorylation as this process involves energy produced from redox reactions of the electron transport chain. 

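Of 872 Reactome sets tested, 348 were higher and 3 lower in MaP R245W/- tumors with the preset correlation, and none with an estimated correlation or with fry. The set that joins respiratory electron transport with ATP synthesis and uncoupling ranked 1 by p. Of its 83 genes tested, 77 were above 0, with a median log2 fold change of 0.40 (FDR = 5.78e-17 from camera in limma). The smaller set for respiratory electron transport alone was left out, since 71 of its 92 members, or 77.2%, could be paired. With each tumor left out in turn, the FDR of the joined set stayed between 6.21e-18 and 9.01e-13. The paper reasons from the electron transport sets to its Hallmark result on oxidative phosphorylation.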

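All 25 genes of the cholesterol biosynthesis list were above 0 in MaP R245W/- tumors, with a median log2 fold change of 0.51 (FDR = 8.6e-11 from camera in limma). None passed an FDR of 0.05 over all genes, and 7 did when adjusted over the list alone. All 22 tested genes of Reactome's cholesterol biosynthesis set were also above 0, with a median of 0.55 (FDR = 1.4e-08 from camera in limma). In 3 of 100 splits of the tumors, the real one included, the list had a camera p as small. The list passed under fry and lost its call with an estimated correlation (FDR = 0.325).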

We also observed enrichment for cholesterol biosynthesis, a known process regulated by mutant p53 in breast cancer (21).

### *MaP* ^*−/* *−*^ mammary tumors enrich for proinflammatory cytokines and immune signaling

We also examined the cancer-associated pathways that drive *MaP*^−*/*−^ mammary tumors. A reciprocal GSEA was performed to identify pathways enriched in *MaP*^−*/*−^ mammary tumors as compared with *MaP*^*R172H/*−^ and *MaP*^*R245W/*−^ mammary tumors. In comparison with *MaP*^*R172H/*−^ mammary tumors, the gene expression profile of *MaP*^−*/*−^ mammary tumors enriched for Hallmark pathways that included allograft rejection, inflammatory response, MYC Targets V1, complement, protein secretion, and TNFA signaling *via* NFKB (FDR < 0.05; Supplementary Table S4; refs. 46, 64) GSEA utilizing the Reactome database revealed enriched proinflammatory cytokine signaling and other immune signatures, consistent with some of the pathways associated with the Hallmark analysis (FDR < 0.05; refs. 46, 65). 

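In MaP R172H/- compared with MaP -/- tumors, so that a negative value means higher in MaP -/- tumors, the list of inflammatory cytokine genes had a median log2 fold change of -0.80. Of its 37 genes, 13 were above 0 (FDR = 0.00235 from camera in limma). Of the 37, 8 passed an FDR of 0.05 over all genes and 16 when adjusted over the list alone. The list of general immune cell genes had a median of -0.52 with 0 of 12 genes above 0 (FDR = 3.65e-04 from camera in limma). The T cell list, the stand-in for allograft rejection, had a median of -0.73 (FDR = 0.0720), and the complement list -0.45 (FDR = 0.128 from camera in limma). Protein secretion genes had a median of -0.09 (FDR = 0.359) and MYC targets -0.0028 (FDR = 0.870 from camera in limma). No list stood for TNFA signaling. Under fry the inflammatory list had an FDR of 0.203. Splits of the 13 tumors with as small a p numbered 31 of 100 for the inflammatory list and 17 of 100 for the general immune list. Among lists of other cell types, epithelial genes rose by a median of 1.15 on the log2 scale (FDR = 0.00668 from camera in limma). Adipocyte genes fell by a median of 3.00 and did not pass (FDR = 0.0919 from camera in limma). As small a p came from 43 of 100 splits for the epithelial list and 59 of 100 for the adipocyte list.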

GSEA of *MaP*^*−/−*^ mammary tumors compared with *MaP*^*R245W/−*^ tumors demonstrated enrichment for the IFNγ response and IFNα response pathways (FDR < 0.05; Supplementary Table S5; refs. 46, 64). 

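In MaP R245W/- compared with MaP -/- tumors, the interferon alpha list had a median log2 fold change of -0.38, with 5 of 33 genes above 0 (FDR = 5.63e-05 from camera in limma). The interferon gamma list had a median of -0.13, with 16 of 38 genes above 0 (FDR = 0.0377 from camera in limma). No gene of either list passed an FDR of 0.05, over all genes or adjusted over the list alone. Neither list passed under fry, with FDR values of 0.517 and 0.606, or with an estimated correlation. In 40 of 100 splits of the 11 tumors, the interferon alpha list had a camera p as small. Without tumor JM1564, the interferon gamma list had an FDR of 0.652. It did not pass with the tumors of 1 mouse summed either. Reactome's interferon alpha/beta set had a median log2 fold change of -0.13 over 12 genes (FDR = 0.65 from camera in limma), its interferon gamma set -0.15 over 80 genes (FDR = 0.0968) and its joint interferon set -0.11 over 109 genes (FDR = 0.197). The interferon gamma set passed with at least 10 counts in every tumor (FDR = 0.00765) and with the skeletal muscle covariate (FDR = 0.00697), and its FDR was 8.88e-04 without JM1133 and 0.577 without JM1564. The joint set passed with at least 10 counts in every tumor (FDR = 0.0242).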

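Of 45 chemokine and chemokine receptor genes tested, 14 were above 0 in MaP R245W/- compared with MaP -/- tumors, and the median log2 fold change was -0.36 (FDR = 0.00816 from camera in limma). Under fry the FDR was 0.363. Without tumor JM1564 it was 0.139. In 20 of 100 splits of the 11 tumors the list had a camera p as small. Reactome's set of chemokines and their receptors was left out, since 51 of its 68 members, or 75%, could be paired.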

GSEA using the Reactome database revealed that *MaP*^*−/−*^ mammary tumors enrich chemokine signaling (46, 65). In both analyses, cytokine signaling is enriched. Although the Hallmarks and Reactome analyses comparing *MaP*^*−/−*^ mammary tumors to *MaP*^*R172H/−*^ and *MaP*^*R245W/−*^ tumors are distinct, a common theme emerges that proinflammatory cytokines and immune signaling are enriched in *MaP*^*−/−*^ tumors.

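The chemokine list was lower in MaP R172H/- than in MaP -/- tumors as well, with a median log2 fold change of -0.70 and 12 of 45 genes above 0 (FDR = 0.00668 from camera in limma). It did not pass under fry (FDR = 0.157) or with an estimated correlation (FDR = 0.703), and 18 of 100 splits of the 13 tumors gave as small a p. The inflammatory cytokine list moved less in the other comparison, where MaP R245W/- tumors had a median of 0.07 with 22 of 37 genes above 0 (FDR = 0.721 from camera in limma). The paper concludes from its sets that proinflammatory and immune signaling is a theme common to the MaP -/- tumors.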

### Promoter analysis nominates candidate mediators of p53 mutant-specific transcriptional programs in breast cancer

The transcriptomes of p53R172H- and p53R245W-driven breast tumors demonstrate little overlap. Supervised hierarchical clustering of DEGs from *MaP*^*R172H/−*^, *MaP*^*R245W/−*^, and *MaP*^*−/−*^ mice suggests activation of distinct target genes across the mutants (Fig. 4A). InteractiVenn identified commonly shared DEGs between *MaP*^*R172H/−*^ and *MaP*^*R245W/−*^ mammary tumors (68). 

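With edgeR and a separate fit for each comparison, no gene was called in both, since none passed in MaP R245W/- tumors. With all 18 tumors in 1 fit, edgeR called Gm22513 higher and Gm15772 lower in both mutant groups. A DESeq2 Wald test with its default settings called 6 genes higher and 27 lower in both mutant groups, among them Prss35 and Gm22513 (higher), and Gata6, Fabp4 and Gm15772 (lower), names chosen after their values were seen. In MaP R172H/- tumors Prss35 had a log2 fold change of 4.03 (FDR = 0.0404 from edgeR), and 2.06 without tumor YZ7, where it no longer passed an FDR of 0.05. Nor did it pass with the tumors of 1 mouse summed (FDR = 0.128 from edgeR), with the skeletal muscle covariate (FDR = 0.144) or without any 1 of the 6 MaP -/- tumors. At an unadjusted p below 0.05, 861 genes passed in both comparisons, of which 745 moved in the same direction and 116 in opposite directions. Both comparisons use the same MaP -/- tumors, which produces shared changes without any effect of the mutants. All 18 libraries were therefore redrawn in 50 simulations from 1 mean per gene, a design that replaced an earlier one after its result was seen, because groups drawn around the controls' own means cannot carry the controls' chance deviation. In these simulations, 168 genes on average (SD 13.6) passed in both comparisons in the same direction and 0.92 in opposite directions. Genes were drawn independently, without a platform difference or tumors of 1 mouse, so the SDs of these simulations leave out the spread from correlated genes. Whether the 745 genes exceed what shared controls give therefore stays open. Across the 20505 genes tested in both comparisons, which are not independent replicates, Pearson's r of the log2 fold changes was 0.363 and Spearman's rho 0.318. The simulations gave 0.497 (SD 0.00872) and 0.463 (SD 0.00563). The fold changes had the same sign for 60% of the genes, against 66.6% in the simulations. The direct comparison of the mutant groups called 130 genes higher and 396 lower among 22481 tested, and it also compares the sequencing platforms.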

Only one upregulated gene and 18 downregulated genes were shared between the DEGs for p53R172H and p53R245W, respectively (Fig. 4B and C).

**Figure 4:**
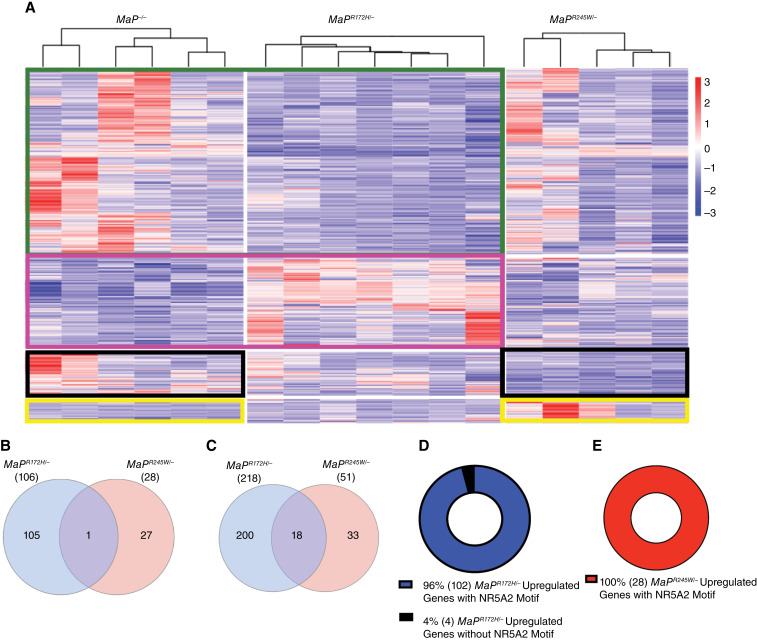
p53R172H and p53R245W show distinct transcriptomes *via* Nr5a2. **A,** Supervised clustering of *MaP*^*−/−*^, *MaP*^*R172H/−*^ and *MaP*^*R245W/−*^ tumors based on upregulated and downregulated genes. Green box, comparison of *MaP*^*R172H/−*^ and *MaP*^*−/−*^ downregulated genes; Pink box, comparison of *MaP*^*R172H/−*^ and *MaP*^*−/−*^ upregulated genes; Black boxes, comparison of *MaP*^*R245W/−*^ and *MaP*^*−/−*^ downregulated genes; Yellow boxes, comparison of *MaP*^*R245W/−*^ and *MaP*^*−/−*^ upregulated genes. **B,** Venn diagrams depicting genes significantly upregulated and (**C**) significantly downregulated in *MaP*^*R172H/−*^ and *MaP*^*R245W/−*^ mammary tumors. **D,** Pie charts representing the number of significantly upregulated genes in *MaP*^*R172H/−*^ tumors and (**E**) *MaP*^*R245W/−*^ tumors that have an Nr5a2 motif.

Motif enrichment analysis of upregulated DEGs for each mutant was performed using MEME-SEA to determine which transcription factor binding motifs were enriched in the 10 kb region upstream of the transcription start sites of all DEGs (bioRxiv 2021.08.23.457422). Genes from analysis of *MaP*^*R172H/−*^ breast tumors show enrichment for 100 transcription factor motifs (FDR < 5.0%; Table 2). Upregulated genes in *MaP*^*R245W/−*^ tumors demonstrate enrichment for 40 transcription factor motifs (FDR < 5.0%; Table 2). To focus on which candidate transcriptional regulators were potentially mediating the transcriptomic changes associated with p53R172H and p53R245W, we identified factors known to activate Wnt signaling and oxidative phosphorylation. Our analysis revealed NR5A2 as a candidate upstream regulator of both Wnt signaling and oxidative phosphorylation (30, 69).

**Table 2:** Transcription factor motifs enriched in *MaP*^*R172H/−*^ and *MaP*^*R245W/−*^ mammary tumors

Transcription factors with enriched motifs in *MaP*^*R172H/−*^ tumors	*q*-value	Transcription factors with enriched motifs in *MaP*^*R245W/−*^ tumors	*q*-value
ZN148	1.85E−27	MAZ	1.08E−09
MAZ	2.75E−24	SP1	1.59E−08
ZBT17	3.86E−24	SP5	1.59E−08
WT1	2.77E−22	SALL1	2.28E−07
SP5	2.77E−22	KLF15	6.24E−07
KLF15	2.22E−19	ZN148	1.41E−06
SP1	3.46E−19	RREB1	1.41E−06
SALL1	1.12E−18	EGR1	1.41E−06
EGR2	7.43E−18	WT1	2.88E−06
RARA	1.24E−17	ARI3A	4.21E−06
RXRA	2.07E−17	EGR2	4.21E−06
ZN281	5.69E−17	ZBT17	4.21E−06
RXRG	1.22E−16	FOXJ3	5.48E−06
SP3	4.87E−16	ZN281	7.15E−06
STF1	2.60E−15	SP1	7.69E−06
KLF6	3.76E−15	EGR2	1.05E−05
KLF3	9.81E−15	SP3	2.04E−05
NR6A1	1.86E−13	ARNT3	2.26E−05
ERR2	3.51E−13	FOXJ3	4.79E−05
FOXJ3	4.43E−13	FLI1	6.07E−05
RREB1	4.43E−13	FOXJ2	6.07E−05
KLF5	5.93E−13	RARA	6.07E−05
FOXJ3	1.90E−12	RXRA	6.93E−05
RXRG	3.15E−12	KLF5	1.76E−04
E2F4	3.35E−12	SP2	2.44E−04
FOXJ2	3.74E−12	ERR2	3.98E−04
SP5	3.74E−12	SP5	3.98E−04
NRF1	1.32E−11	RXRA	4.27E−04
SP4	1.71E−11	EGR4	4.78E−04
RXRA	1.85E−11	HEY2	4.78E−04
SP1	2.30E−11	RXRG	5.05E−04
NR5A2	7.61E−11	NR5A2	5.40E−04
KLF1	2.14E−10	IRF3	6.99E−04
EGR1	2.59E−10	HXC5	8.06E−04
SP2	3.02E−10	KLF15	8.53E−04
E2F1	1.50E−09	PKNX1	8.53E−04
PITX2	3.84E−09	STF1	8.53E−04
ARI3A	1.86E−08	CTCFL	8.53E−04
MAX	1.95E−08	ZN143	8.53E−04
MYC	6.38E−08	KLF5	9.87E−04
THA11	6.67E−08		
MXI1	7.46E−08		
MAX	9.93E−08		
IRF3	1.06E−07		
RXRA	1.95E−07		
NR1I2	4.24E−07		
ZN143	6.07E−07		
FOXF1	7.32E−07		
EGR2	8.74E−07		
MYCN	1.05E−06		
SALL4	1.21E−06		
ELF5	1.82E−06		
STAT2	2.12E−06		
RARG	4.55E−06		
RARA	5.41E−06		
CTCFL	6.27E−06		
E2F7	6.46E−06		
MXI1	6.46E−06		
KLF4	7.03E−06		
KAISO	7.41E−06		
ASCL1	8.62E−06		
ZFX	1.18E−05		
E2F4	1.26E−05		
ETV5	1.67E−05		
HIC1	3.47E−05		
CTCF	4.05E−05		
PURA	4.91E−05		
E2F6	6.31E−05		
BHE41	6.53E−05		
MSX3	9.61E−05		
MITF	1.31E−04		
HXB8	1.44E−04		
FOXI1	1.44E−04		
ZFHX3	1.56E−04		
TAF1	1.74E−04		
RARG	1.83E−04		
ESR2	1.88E−04		
PRDM5	1.88E−04		
PO3F2	1.95E−04		
HXC6	2.01E−04		
AIRE	2.02E−04		
ERR1	2.20E−04		
MAFK	2.22E−04		
NR1H4	2.43E−04		
NFYA	2.57E−04		
NKX28	2.87E−04		
PO5F1	3.10E−04		
SP2	3.27E−04		
NR1I3	4.48E−04		
NFYB	4.92E−04		
JUN	5.15E−04		
NFYC	5.25E−04		
ESR2	5.82E−04		
STAT1	7.30E−04		
HNF4A	7.83E−04		
SRBP2	8.76E−04		
ZBT7A	8.84E−04		
NR0B1	9.20E−04		
FLI1	9.92E−04		

We then used FIMO to determine how many DEGs contained the Nr5a2 motif (53). 

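The Nr5a2 motif was rebuilt from the sequences and scores in Supplementary Tables S6 and S7, and the regions within 10 kb upstream of the transcription start were searched for matches at p below 1e-4. Of the 67 genes called higher in MaP R172H/- tumors, 65 had at least 1 match, or 97.0%. Among the 20783 other genes tested, 98.7% had a match, and random sets matched on expression had 98.6% on average (permutation p = 0.934, one-sided; Fisher's exact p = 0.23, two-sided). No gene was called higher in MaP R245W/- tumors, so no share was computed for them. Within 1 kb the shares were 50.7% and 37.1% (permutation p = 0.0142, one-sided), and within 2 kb 70.1% and 61.3% (permutation p = 0.0818). The called genes had a median of 6 matches each, against 4.83 in random sets (permutation p = 0.0496). Without the core histone genes the median was 5 (permutation p = 0.704). In the genes listed in Table S6 the median was 6, and in Table S7 it was 6.5, with permutation p = 0.0122 and 0.0104. Against random sets matched on the GC content of the region, the values were 0.164 and 0.0991. In the 10 kb upstream of the start codon, a region chosen after seeing the data, they were 0.0293 and 0.0004 against sets matched on expression. The tables list only genes with a match, so a share cannot be tested on them.

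**Figure D3:**
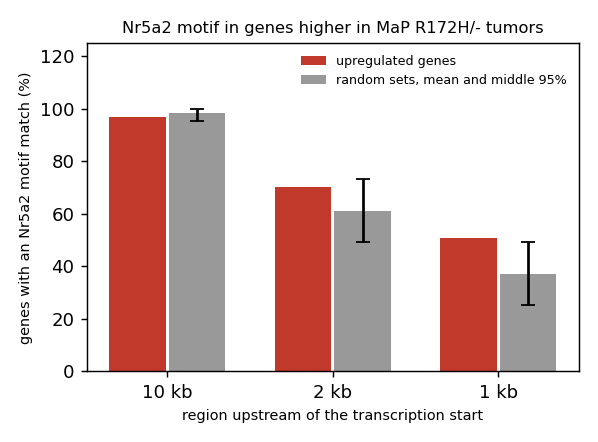
Percent of genes with at least 1 Nr5a2 motif match within 10, 2 and 1 kb upstream of the transcription start, for the genes called higher in MaP R172H/- tumors and for random sets of tested genes with the middle 95% of the sets as bars. The 10 kb values were 97.0% and 98.6%, and the 1 kb values 50.7% and 37.1%.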

We found 96% (104/106) of upregulated DEGs in *MaP*^*R172H/−*^ tumors and 100% (28/28) of upregulated DEGs in *MaP*^*R245W/−*^ harbor at least one Nr5a2 binding motif in the promoters (Fig. 4D and E; Supplementary Tables S6 and S7). Our transcriptomic analyses unexpectedly nominate Nr5a2 as a common mediator of the otherwise distinct transcriptional output from p53R172H and p53R245W mutants.

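Nr5a2 (ENSMUSG00000026398.15), on chromosome 1 from 136770303 to 136888186, was at a low level in every group. It had 1.58 ± 1.67 CPM (SD, n = 7) in MaP R172H/- tumors, 4.25 ± 3.05 CPM (SD, n = 5) in MaP R245W/- tumors and 2.98 ± 1.40 CPM (SD, n = 6) in MaP -/- tumors. Its log2 fold change against MaP -/- tumors was -0.93 (standard error 0.558, FDR = 0.325 from edgeR) in MaP R172H/- tumors. In MaP R245W/- tumors it was 0.48 (standard error 0.49, FDR = 0.714 from edgeR). YZ6 had the highest level in the MaP R172H/- group with 5.2 CPM, and without it the log2 fold change was -1.61, at an FDR of 0.0485 from edgeR and short of the fold change threshold. Trp53 (ENSMUSG00000059552.14), on chromosome 11 from 69469669 to 69482701, had 41.0 ± 13.4 CPM (SD, n = 7) in MaP R172H/- and 13.5 ± 4.07 CPM (SD, n = 6) in MaP -/- tumors. This is a log2 fold change of 1.58 (standard error 0.311, FDR = 0.00794 from edgeR). In MaP R245W/- tumors it had 26.9 ± 20.0 CPM (SD, n = 5), a log2 fold change of 0.95 (FDR = 0.426 from edgeR). YZ11 and JM1233 carried 11.2 and 11.3 CPM of Trp53, within the range of the MaP -/- tumors, and RM0014 carried 9.06 CPM, below their lowest value of 9.30 CPM. The paper nominates Nr5a2 as the common mediator from motif enrichment in the upregulated genes of both mutants. It chose among the enriched factors by their known links to Wnt signaling and oxidative phosphorylation. Its further evidence from human tumors, Nr5a2 knockdown and co-immunoprecipitation was not analysed here.

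**Figure D4:**
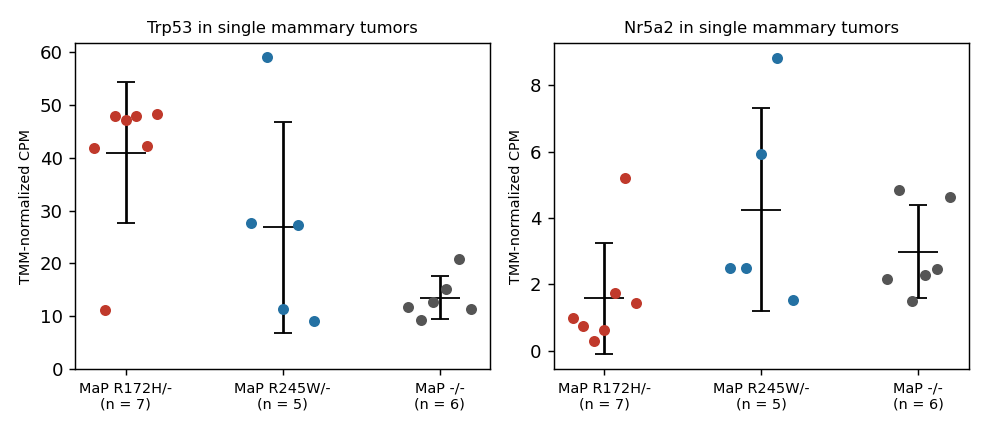
Levels of Trp53 (left) and Nr5a2 (right) in CPM in each tumor, by genotype, with the group mean and SD as bars. Trp53 ranged from 9.06 to 59.1 CPM in MaP R245W/- tumors, and Nr5a2 from 0.309 to 5.2 CPM in MaP R172H/- tumors.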

### Human breast tumors harboring p53 mutations recapitulate Nr5a2 as a transcriptional mediator

To assess if Nr5a2 is a mediator of mutant p53 transcriptional rewiring in human breast cancers, we performed gene expression analyses of the METABRIC consortium, a highly annotated and comprehensive omics analysis of breast cancers (47). We compared human breast tumors harboring either a *TP53*^*R175H*^ or *TP53*^*R248Q/W*^ mutation, the human counterparts to mouse *Trp53*^*R172H*^ and *Trp53*^*R245W*^, respectively, to *TP53*-null tumors. This analysis identified 106 DEGs (59 upregulated and 47 downregulated) in breast tumors harboring a *TP53*^*R175H*^ mutation (Fig. 5A and B). Motif enrichment analysis of upregulated DEGs identified the *NR5A2* motif (FDR = 2.64%) as the most significantly enriched (Fig. 5E; Supplementary Table S8; refs. 51, 52).

**Figure 5:**
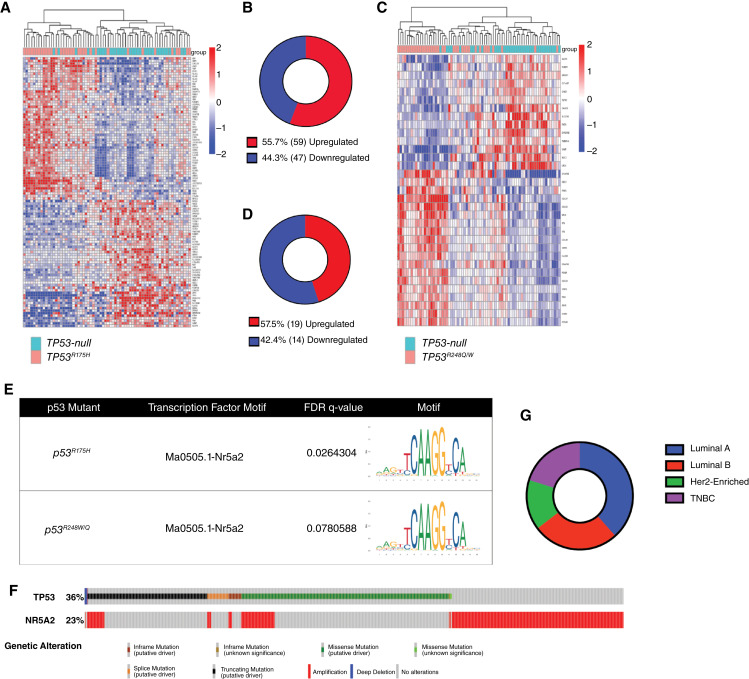
Transcriptomic meta-analysis of human breast tumors with *TP53*^*R175H*^ and *TP53*^*R248W/Q*^ mutations recapitulates NR5A2 as a co-regulator. **A,** Supervised clustering of human breast tumors from METABRIC dataset harboring a *TP53*^*R175H*^ mutation compared with human breast tumors with a homozygous deletion of *TP53*. **B,** Pie chart representing significantly DEGs for *TP53*^*R175H*^ breast tumors compared with *TP53-*null breast tumors (limma), significance criteria were FDR <5% and fold change >1.5. **C,** Supervised clustering of human breast tumors from METABRIC dataset harboring a *TP53*^*R248Q*^ or *TP53*^*R248W*^ mutation compared with human breast tumors with a homozygous deletion of *TP53*. **D,** Pie chart representing DEGs for *TP53*^*R248Q/W*^ breast tumors compared with *TP53*-null breast tumors (limma), significance criteria were FDR <5% and fold change >1.5. **E,** NR5A2 binding motif sequences identified by MEME from JASPAR database. **F,** Oncoprint analysis in cBioportal to assess co-occurrence of *TP53* mutations with *NR5A2* amplifications. **G,** Prevalence of co-occurrence of *TP53* missense mutations with *NR5A2* amplification across human molecular breast cancer subtypes: luminal A (38%), luminal B (26%), HER2-enriched (15%), and TNBC (21%).

A similar analysis was performed for *TP53*^*R248Q/W*^ tumors compared with *TP53*-null breast tumors (Fig. 5C and D). For this analysis, both *TP53*^*R248Q*^ and *TP53*^*R248W*^ breast tumors were combined for a larger sample size. The analysis found 33 DEGs (19 upregulated and 14 downregulated). Motif enrichment performed on regions upstream of the 19 upregulated genes in human *TP53*^*R248Q/W*^ tumors also identified the *NR5A2* binding motif (FDR = 7.81%) as the most significantly enriched result (Fig. 5E; Supplementary Table S8; refs. 51, 52).

To further assess the relevance of *NR5A2* to human breast cancer, we generated an Oncoprint across breast tumors from the METABRIC study (47). This was done to determine whether *NR5A2* is recurrently mutated or amplified in breast cancer and whether *NR5A2* alterations co-occur with *TP53* alterations (48). The METABRIC study is the only publicly available human breast cancer dataset that has mutation and copy number analyses, with 2068 samples representing the four molecular subtypes of breast cancer. Twenty-three percent of these breast cancers harbor an amplification of *NR5A2*; no tumors have *NR5A2* deletions (Fig. 5F). *TP53* is altered in 36% of these tumors, 21% of which harbor a p53 missense mutation. Fifteen percent (65/437) of breast tumors with a *TP53* missense mutation also harbor a concurrent *NR5A2* amplification (Fig. 5F). Each breast tumor with co-occurrence of *TP53* missense mutations and *NR5A2* amplification was annotated for its ER, PR, and HER2 status to examine prevalence across breast cancer subtypes. Our annotations revealed co-occurrence in 38% luminal A, 26%, luminal B, 15% HER2-enriched, and 21% TNBC (Fig. 5G). Thus, this co-occurrence is most prevalent in luminal A breast tumors.

### p53 mutants transcriptionally reprogram Nr5a2 target genes

Our *in vivo* and *in silico* transcriptomic analyses predict Nr5a2 to mediate distinct *Trp53*^*R172H*^ and *Trp53*^*R245W*^ transcriptomes. To assess if p53 mutants and Nr5a2 cooperate to alter transcription, we established stable cell lines overexpressing p53R172H or p53R245W in a *p53-null* background, using lentiviral expression vectors. Quantification of mutant p53 protein levels showed a 69-fold increase of p53R172H and a 4.8-fold increase of p53R245W compared with empty vector control (Fig. 6A). Note: Cells overexpressing p53R245W tended to proliferate slower compared with those overexpressing p53R172H, which were highly proliferative. Real-time qPCR also demonstrated statistically significant overexpression of *Trp53*^*R172H*^ (*P* value < 0.002, unpaired *t* test) and *Trp53*^*R245W*^ (*P* value = 0.002, unpaired *t* test) at the RNA level (Fig. 6B and C). Overexpression of *Trp53*^*R172H*^ resulted in significant upregulation of downstream target genes *Argef18*, *Fbxo2*, *Lime1*, *Nrtn1*, and *Msi1* as measured by real-time qPCR (*n* = 6; *P* value < 0.002, 0.01, 0.002, 0.002, 0.03, respectively, Mann–Whitney *U* test; Fig. 5B). Overexpression of *Trp53*^*R245W*^ resulted in upregulation of downstream target genes: *Add2*, *Ankrd2*, *Myh4*, and *Prss35* (*n* = 6, *P* value < 0.4, 0.04, 0.6, 0.2, respectively, Mann–Whitney *U* test; Fig. 6C)*.* The only significantly upregulated gene was *Ankrd2*, whereas all other genes trended upward. Collectively, these results suggest that introduction of the p53 missense mutants into *Trp53*-null mammary tumor cells is sufficient to rewire transcription.

**Figure 6:**
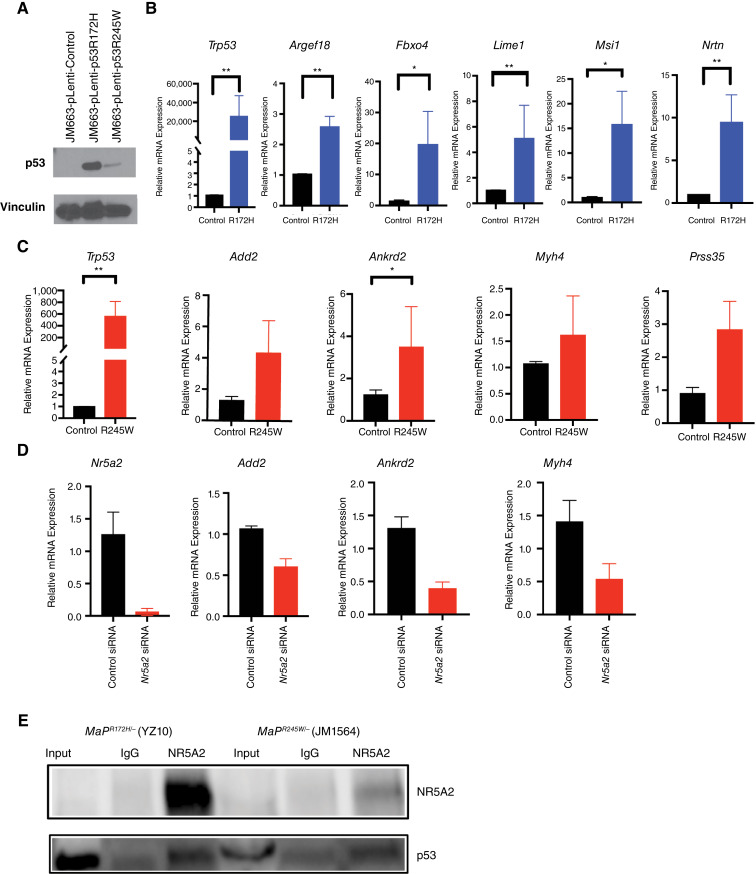
p53R172H and p53R245W interact with Nr5a2 to alter transcription. **A,** Western blot analyses of p53R172H and p53R245W protein levels in *Trp53*-null breast tumor cells infected with lentiviral vectors expressing p53R172H or p53R245W, compared with empty vector control. **B,** qRT-PCR analysis of p53R172H downstream target genes *Argef18, Fbxo2, Lime1, Msi1, Nrtn* with Nr5a2 motifs after lentivirus infection of p53R172H (*n* = 6, *P* value <0.002, 0.01, 0.002, 0.002, 0.03, respectively, Mann–Whitney *U* test). **C,** qRT-PCR analysis of p53R245W downstream target genes *Add2, Ankrd2, Myh4,* and *Prss35* with Nr5a2 motifs after lentivirus infection of p53R245W (*n* = 6, *P* value < 0.002, 0.4, 0.04, 0.6, 0.2, respectively, Mann–Whitney *U* test). C, control. **D,** qRT-PCR analysis of p53R245W downstream target genes *Add2, Ankrd2,* and *Myh4* after siRNA-mediated knockdown of *Nr5a2* in *MaP*^*R245W/−*^ cell line, RM0014. C, control. **E,** Co-immunoprecipitation experiments of *MaP*^*R172H/−*^ cell line YZ10 and *MaP*^*R245W/−*^ cell line JM1564 using Nr5a2 pull-down and probing for mutant p53.

To examine if *Nr5a2* knockdown alters the *Trp53*^*R172H*^ and *Trp53*^*R245W*^ transcriptomes, cell lines from *MaP*^*R172H/−*^ and *MaP*^*R245W/−*^ tumors were transfected with control and *Nr5a2* siRNAs. *MaP*^*R172H/−*^ YZ10 cells died upon *Nr5a2* knockdown, and quantification of targets was not possible. *Nr5a2* knockdown in *MaP*^*R245W/−*^ RM0014 cells resulted in downmodulation of *Nr5a2* and Nr5a2 target genes *Add2*, *Ankrd2*, and *Myh4* (Fig. 6D). These results validate Nr5a2 as the transcriptional mediator of p53 mutant-specific transcriptomes. Therefore, co-immunoprecipitation experiments were performed to determine potential interactions between Nr5a2 and mutant p53. *MaP*^*R172H/−*^ and *MaP*^*R245W/−*^ mammary tumor lysates were immunoprecipitated with an Nr5a2 antibody or IgG. Immunoblotting with a p53 antibody revealed increased mutant p53 levels in the Nr5a2 pull-downs of both the *MaP*^*R172H/−*^ tumor (YZ10), and *MaP*^*R245W/−*^ tumor (JM1564) compared with IgG control, affirming that p53R172H and p53R245W both interact with Nr5a2 (Fig. 6E).

## Discussion

Mutant p53 proteins exert oncogenic activities in many cases through interactions with other transcription factors altering the cellular milieu (27). This study describes a novel association of mutant p53R172H and p53R245W proteins with the transcription factor Nr5a2 in a somatic model of breast cancer. In this model, expression of p53R172H leads to the generation of hormonally driven metastatic breast tumors, whereas expression of p53R245W drives metastatic TNBC. Although the transcriptional programs initiated by the two different p53 proteins were unique for each mutation, both programs were driven *via* Nr5a2. Manipulation of cells in culture (increased expression of mutant p53 and downmodulation of Nr5a2) indicates a direct effect on Nr5a2 transcriptional targets. This interaction represents the gain of function as we purposely generated the model without wild-type p53 to avoid the inhibitory effects of mutant p53 on wild-type p53.

The only transcriptional program associated with p53R172H was the activation of Wnt signaling. Studies have shown that the canonical Wnt signaling pathway mainly controls cell proliferation (70). On the other hand, the p53R245W mutation activates a transcriptional program enriched for multiple pathways associated with aggressive breast cancer including oxidative phosphorylation, mTOR, cholesterol homeostasis, and epithelial–mesenchymal transition. We have previously shown that the p53R245W mutation activates mTOR signaling by enhanced oxidative phosphorylation activity in breast cancer *via* a cooperating mutation in Pip5k1c, and this is corroborated in our transcriptional results (71). Cholesterol biosynthesis has also previously been associated with mutant p53-driven mechanisms in human breast cancer cell lines (21).

Our transcription factor motif analysis yielded many transcription factor motifs enriched upstream of p53R172H and p53R245W specific target genes. Many of these factors were shared across the p53 mutants. We examined each transcription factor on our list to determine its association with Wnt signaling and/or oxidative phosphorylation. Nr5a2 was the only transcriptional factor candidate that has been shown to activate genes involved in both Wnt signaling and oxidative phosphorylation in other contexts (30, 69).

Our meta-analyses of human breast cancer tumors harboring a p53R172H or p53R245W/Q missense mutations corroborate our findings that NR5A2 is a mediator of mutant p53 transcriptional reprogramming. NR5A2 was the top motif identified for both mutants. NR5A2 is an orphan nuclear receptor that regulates embryonic stem cell differentiation and a broad range of functions such as steroidogenesis, cholesterol homeostasis, and tumorigenesis in adult tissues (31). Both NR5A2 and SREBP2 have similar roles in cholesterol homeostasis (72). SREBP2 also binds mutant p53 and disrupts cholesterol biogenesis, leading to disorganized acinar morphology in breast spheroids (21).

Our data indicate that p53R172H and p53R245W lead to transcriptional activation of a nonoverlapping transcriptional program through a single transcription factor Nr5a2. It is possible that p53 mutants engage with Nr5a2 differently to facilitate chromatin accessibility through distinct transcriptional regulators, possibly *via* one or more of the factors in which motifs were also significantly enriched upstream of p53 mutant-specific target genes. Alternatively, NR5A2 has been shown to bind to enhancers and participate in epigenetic modification of chromatin. Thus, the methylation status of the genome may contribute to the differential gene signatures. Further genomic studies such as methylation profiling or ATAC-seq are necessary to determine how the distinct transcriptomes are activated. Lastly, NR5A2 is regulated by ER in luminal breast tumors, demonstrating that hormonal regulation may influence NR5A2 activity (73). The majority of *Trp53*^*R172H/−*^ breast tumors are of luminal origin (Table 1). Thus, it is possible that hormone receptors direct NR5A2 to mediate distinct transcriptional landscapes in breast cancer.

In conclusion, our transcriptome profiling of primary tumors from our somatic model of breast cancer suggests Nr5a2 is a key mediator involved in mutant p53-driven transcriptional rewiring in breast cancers.

## Supplementary Material

Table S1 Sequences for primers used in real-time qRT-PCR studies.

Table S2 Summary of Hallmarks enriched in MaPR172H/- mammary tumors compared to MaP/- mammary tumors.

Table S3 Summary of Hallmarks enriched in MaPR245W/- mammary tumors compared to MaP-/- mammary tumors.

Table S4 Summary of Hallmarks enriched in MaP-/- mammary tumors compared ompared to MaPR172H/- mammary tumors.

Table S5 Summary of Hallmarks enriched in MaP-/- mammary tumors compared ompared to MaPR245W/- mammary tumors.

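Supplementary Table S6 lists, for each match, a gene, a position, a score, a p-value and the matched sequence. It holds 727 matches in 117 genes, and 33 of the 117 are core histone genes. The paper's text counts 106 upregulated genes in this comparison, so the 117 listed are not those genes alone. Of the 93 genes that could be tested, 92 were higher in MaP R172H/- than in MaP -/- tumors, with a median log2 fold change of 2.43, and 34 were called higher. Arhgef18, Camsap3 and Zfp358, which are neighbors on chromosome 8, are among the genes listed. The score is the sum of the motif's weights over 11 bases, and the weights recovered from both tables differ from the listed scores by at most 6.7e-05.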

Table S6 FIMO results summarizing Nr5a2 motif occurrences upstream of p53R172H target gene(s) promoters.

Table S7 FIMO results summarizing Nr5a2 motif occurrences upstream of p53R245W target gene(s) promoters.

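Supplementary Table S7 has the same layout and holds 197 matches in 28 genes. Of the 20 genes that could be tested, all 20 were higher in MaP R245W/- than in MaP -/- tumors, with a median log2 fold change of 4.11, each at an unadjusted p below 0.05, and 0 passed an FDR of 0.05. The positions in both tables count from the start codon more often than from the gene start: 830 of 924 listed matches lay at the listed position in the 10 kb upstream of the start codon, and 47 in the 10 kb upstream of the gene start.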

Table S8 MEME motif enrichment analysis results summarizing transcription factor motifs significantly enriched in the promoters of significantly upregulated genes of human breast tumors (from METABRIC Consortium) harboring a TP53R175H or TP53R248Q/W mutation.

How the deposited data were processed for this re-analysis (not part of the article)

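Bulk RNA sequencing of 18 mouse mammary tumors was analysed: 7 MaP R172H/-, 5 MaP R245W/- and 6 MaP -/- tumors, the last from 4 mice. The authors depleted ribosomal RNA, aligned the reads with STAR 2.7.10b to GRCm39 and counted them per gene with RSEM 1.3.3 and GENCODE M34. The deposited values are whole-number counts without normalization. The table holds 57126 genes, of which 56620 matched GENCODE M39 by identifier, and the 506 genes without a match held at most 0.0464% of any tumor's counts. Total counts per tumor were between 23113578 and 37365062. Any pair of tumors of 1 group had a Spearman correlation between 0.8206 and 0.9708 over 17578 genes.

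Each mutant group was compared with the MaP -/- tumors in a fit of its own, with edgeR 4.0.16 in R 4.3.3. Counts were normalized with TMM, genes with low counts were removed with filterByExpr, and the quasi-likelihood test was used. Genes at a Benjamini-Hochberg FDR below 0.05 and an absolute log2 fold change above 2 were called, following the legend of Fig. 3. The direct comparison of the mutants came from a fit of all 18 tumors. The rule for named genes took every gene the paper names for these tumors. To these were added 5 genes with the largest rise and 5 with the largest fall in MaP R172H/- against MaP -/- tumors. These were taken among called genes whose groups did not overlap. The rule also allowed up to 5 genes shared per direction. Met, Rn7sk, Camsap3, Zfp358, Gata6 and Fabp4 were named outside this rule. CPM values use TMM library sizes. Sequencing platform was not a covariate, because it follows the MaP R172H/- genotype.

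Gene lists and Reactome sets were tested with camera from limma 3.58.1, with a preset correlation of 0.01 between genes. The 27 lists were written by hand, since the MSigDB Hallmark sets were not used here, and their overlap with those sets is unknown. Reactome sets came with fgsea 1.28.0 and were used where 80% of the members could be paired and 10 to 500 were tested. The Nr5a2 motif was recovered from the matched sequences and scores in Supplementary Tables S6 and S7. Matches were counted in the 10 kb upstream of the transcription start and compared with 10000 random sets of tested genes of the same size and similar mean expression. Other motif families were not analysed here.

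The choices above, the lists, the rule for named genes and most alternatives were set before the data were examined. The alternatives were DESeq2's size factors, a DESeq2 1.42.0 Wald test, other filters on low counts, other fold change thresholds, tumors of 1 mouse summed, a skeletal muscle covariate, 1 fit with 3 groups, fry, camera with an estimated correlation, preranked fgsea, each tumor left out in turn, and other settings of the motif search. Chosen after seeing the data were protein-coding genes alone, DESeq2 on the genes kept by filterByExpr, both together, and the region upstream of the start codon.

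Counts of called genes, numbers of lists past the threshold and the camera p of each list were compared with other splits of the tumors. Of these splits, 100 were drawn for each comparison with MaP -/- tumors and 80 for the comparison of the mutants. Reactome sets, the share of pseudogenes and ribosomal protein genes were not compared with splits. For DESeq2, 35 splits were drawn on the genes kept by filterByExpr, a number reduced from a longer plan for computing time. The tests were tested on simulated data, in which genes were drawn independently and the changed genes lay above a minimum mean count. At an FDR below 0.05, edgeR found there 49 of 100 genes changed by 1.5 on the log2 scale for the MaP R172H/- design. For the MaP R245W/- design it found 37 of 100. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9 was used for the remaining steps. Experiments on cell lines, human tumors, qRT-PCR and histology were not analysed here.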

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

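The tests of platform and cycling cells for the histone genes, of adult myosin, of epithelial share, of epithelial rank in YZ11, of YZ11 against the MaP R245W/- tumors and of each other tumor held out, of the share of pseudogenes and of the chromosome 8 region were chosen only after the result was seen.

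Single tumors lay far from the rest of their group in 28 of 159 groups of values, where chance gives 8.0 at 1 in 20. Among the MaP R172H/- tumors, YZ7 was highest for Fbxo2 (28.31 CPM), Prss35 (45.46 CPM) and cholesterol biosynthesis (mean log2 CPM 6.299). It was lowest for inflammatory cytokines (2.938), epithelial genes (3.106) and general immune genes (4.448), and its most abundant gene, Rn7sk, took 6.683% of its counts. YZ4 was highest for Esr1 (22.92 CPM), Pgr (82.14 CPM) and basal epithelial genes (7.706), YZ6 for Nr5a2 (5.203 CPM) and YZ2 for Gm15772 (1.807 CPM). Among the MaP R245W/- tumors, JM1126 was highest for Add2 (58.75 CPM) and Cstdc4 (11.74 CPM) and lowest for proliferation (5.543). JM1233 was highest for Ankrd2 (13.23 CPM) and Prss35 (50.78 CPM) and lowest for glycolysis (6.493), JM1133 was highest for Gm24130 (3.328 CPM) and RM0014 for core Wnt targets (4.047). Among the MaP -/- tumors, JM833-T1 was highest for Esr1 (43.99 CPM), Pgr (10.85 CPM) and peroxisome genes (5.524). JM833-T2 was highest for Myh4 (1.626 CPM), JM663-T1 for Gm22513 (9.557 CPM), and JM779-T1 lowest for epithelial genes (1.845). Apart from the patterns that follow, no technical or biological explanation of these values was tested.

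Trp53 was 11.21 CPM in YZ11, the lowest of the MaP R172H/- tumors. YZ11 ranked 7 of 7 from the lowest for epithelial genes, with a mean log2 CPM of 8.06 (group mean 6.58, SD 1.60). This gives no sign of a small share of epithelial cells. The list does not tell tumor cells from other epithelial cells, so a small share of tumor cells stays open. YZ11 lay on the MaP R172H/- side for 403 of 440 genes that separate the other 6 tumors of its group from the MaP -/- tumors, or 91.59%, and for 434 of 536 that separate them from the MaP R245W/- tumors, or 80.97%. Held out in the same way, MaP -/- tumors lay on that side for at most 25.74% and MaP R245W/- tumors for at most 29.73%, which argues against a library of either group under this label. These genes follow the platform as well, so a tumor of another genotype read with the MaP R172H/- tumors stays open. A difference in the Trp53 allele of this tumor stays open and was not tested.

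Arhgef18 was 1787 CPM in YZ7. Its 10 neighbors within 500 kb were raised in the same tumor by a median of 4.959 on the log2 scale over the median of all tumors, so a gain of this region in YZ7 is a candidate explanation. In YZ4 all 10 neighbors were also raised by more than 1 on this scale, with a median of 1.765. DNA copy number was not measured. The log2 ratio of the group means for Arhgef18 was 2.25 with all 7 MaP R172H/- tumors, 0.78 without YZ7 and 0.16 without YZ7 and YZ4. These means use CPM without TMM scaling.

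Core histone genes, which the paper does not discuss for these tumors, were higher in MaP R172H/- tumors by a median of 1.6063 on the log2 scale. Of 100 splits of the tumors, 3 gave as small a p. The proliferation list had a median near 0 with 13 of 26 genes above 0, which decides nothing. In each group, tumors with a higher proliferation score tended to have a higher histone score (Spearman rho 0.857 in MaP R172H/- and 1.0 in MaP -/- tumors). With the proliferation score as a covariate, the difference in histone score between these groups was 1.576 (95% interval 1.318 to 1.835), which argues against more cycling cells as the whole cause. Lists matched on length had an upper limit of 0.2748, which argues against transcript length as the whole cause. Between the mutant groups the median was 0.6942, where the platform and the genotype cannot be told apart because every MaP R172H/- library was read on another instrument. In MaP R245W/- tumors, read in 1 pool with the MaP -/- tumors, the median was 0.9954, which a platform difference cannot give. Lists matched on length had a mean of 0.2603 and an upper limit of 0.4131 there. The proliferation list was higher as well (FDR = 0.00702 from camera in limma), and with its score as a covariate the difference in histone score went from 0.962 to 0.698 (95% interval 0.367 to 1.03), so neither length nor cycling cells is the whole cause, and a part from each stays open. However, 9 of 100 splits gave as small a p there, so a difference by chance stays open. Many histone transcripts lack a poly(A) tail, and the efficiency of library preparation was not tested.

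Processed pseudogenes made up 40% of the genes lower in MaP R172H/- tumors, 88 of 220, against 5.975% of the genes tested (Fisher's exact p = 6.57e-50). Of the 88, 80 (90.91%) were also called lower against MaP R245W/- tumors, so the sequencing platform cannot be told apart from the genotype. Reads shared between genes and their pseudogenes, counted differently at another read length, cannot be told apart from the genotype either, since the share of 40% is the pattern itself and no other value decides. Without pseudogenes and other noncoding genes, an alternative chosen after seeing the data, 93 genes were lower.

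Between the mutants, 130 genes were higher and 396 lower in MaP R172H/- than in MaP R245W/- tumors, and 1 of 80 splits, the real one, gave as many. This argues against a difference by chance alone. Platform, read length and subtype follow the same line between the groups, so no biological explanation can be separated from them.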

How the results depend on the processing

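The tests of the share of Table S6 and Table S7 genes with a motif match were chosen only after the result was seen, and the alternatives with protein-coding genes alone, with DESeq2 on the genes kept by filterByExpr, with both, and with the region upstream of the start codon were chosen after seeing the data. Where no reason is given, the cause was not tested.

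Counts are given as genes higher and lower. With DESeq2 at its default settings, MaP R172H/- against MaP -/- tumors gave 228 and 677, MaP R245W/- against MaP -/- 58 and 148, MaP R172H/- against MaP R245W/- 419 and 749, and both mutants shared 6 and 27. With at least 10 counts in every tumor, which tests fewer genes, the first comparison gave 31 and 74 and the mutants' comparison 27 and 77. With all genes with a count, 407 were lower in the first. A fold change threshold of 1 gave 354 and 697 in the first and 466 and 926 between the mutants, and no fold change threshold gave 768 and 992, and 654 and 1460. With 1 fit of 3 groups, 1 and 1 were called in MaP R245W/- tumors and 1 and 1 were shared. Protein-coding genes alone, chosen after seeing the data and testing fewer genes, gave 36 and 93 in the first comparison and 30 and 101 between the mutants. With DESeq2 in addition, 117 genes were higher in the first, 40 and 58 were called in MaP R245W/- tumors, 217 were lower between the mutants, and 3 and 19 were shared. DESeq2 on the genes kept by filterByExpr gave 139 higher in the first, 29 and 80 in MaP R245W/- tumors, 305 higher between the mutants, and 4 and 14 shared. Both together gave 21 and 44 in MaP R245W/- tumors, 170 lower between the mutants, and 1 and 13 shared. Across the fits that each left out 1 tumor, MaP R245W/- tumors gave from 0 to 1 gene higher (1 without JM1564) and from 0 to 3 lower (3 without JM779-T1). The comparison of the mutants gave from 61 (without RM0014) to 142 higher, and shared genes ran from 0 to 1 higher (1 without JM1564) and from 0 to 1 lower (1 without JM779-T1).

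For the lists, values are FDRs. With the correlation between genes estimated, these lists no longer passed in MaP R172H/- tumors: Wnt and beta-catenin (0.2638), the TCF complex without histones (0.4109), core histones (0.4109), chemokines and general immune genes (0.703 each), basal epithelial genes (0.8362), inflammatory cytokines (0.8478), and cholesterol and epithelial genes (0.8773 each). Among MaP R245W/- results these were oxidative phosphorylation (0.3252), cholesterol (0.3252), small RNA genes (0.3252), core histones (0.3799), muscle (0.5001), DNA repair (0.5001), mTORC1, MYC targets, peroxisome, unfolded protein response, chemokines and adipocyte genes (0.5191 each), protein secretion (0.5714), glycolysis (0.6216), interferon alpha (0.6492), epithelial-mesenchymal transition, proliferation, T cell and epithelial genes (0.6708 each) and interferon gamma (0.6903). With fry, chemokines (0.1568), inflammatory cytokines and basal epithelial genes (0.2034 each), and cholesterol and epithelial genes (0.4989 each) no longer passed in MaP R172H/- tumors. The same held in MaP R245W/- tumors for small RNA genes (0.06961), core histones (0.1368), DNA repair (0.2764), muscle (0.2979), mTORC1, MYC targets, unfolded protein response, chemokines and adipocyte genes (0.3626 each), peroxisome and protein secretion (0.3863 each), interferon alpha (0.5172), glycolysis (0.5324), and epithelial-mesenchymal transition, interferon gamma, proliferation, T cell and epithelial genes (0.6055 each). The direction of mTORC1 in MaP R172H/- tumors reversed with fry (0.9791).

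With preranked fgsea, oxidative phosphorylation and adipocyte genes (0.0131 each), core Wnt targets (0.01931), T cell genes (0.02322), interferon gamma (0.02328), complement (0.02953) and epithelial-mesenchymal transition (0.03601) passed in MaP R172H/- tumors, and basal epithelial genes (0.05075) no longer did. The Wnt and beta-catenin list passed in MaP R245W/- tumors (0.02687), and glycolysis (0.07282), chemokines (0.1223), T cell genes (0.3432) and interferon gamma (0.8686) no longer passed there. Directions reversed in MaP R172H/- tumors for proliferation (0.9564), mTORC1 (0.8353), MYC targets (0.9964), peroxisome (0.9564) and unfolded protein response (0.9964), and in MaP R245W/- tumors for Reactome's interferon alpha/beta set (0.9494). With at least 10 counts in every tumor, core Wnt targets passed (0.04943), and mTORC1 (0.922), MYC targets (0.9372) and unfolded protein response (0.9372) reversed in MaP R172H/- tumors, as did basal epithelial genes in MaP R245W/- tumors (0.9942), where T cell genes (0.07227) no longer passed. With the tumors of 1 mouse summed, core Wnt targets (0.04979), epithelial-mesenchymal transition (0.02479) and interferon gamma (0.03006) passed, and proliferation (0.7663), mTORC1 (0.6513), MYC targets (0.6601) and unfolded protein response (0.8599) reversed in MaP R172H/- tumors. Epithelial-mesenchymal transition in MaP R245W/- tumors (0.06788), glycolysis and proliferation (0.07202 each), T cell genes (0.1041) and interferon gamma (0.2759) no longer passed there, and the log2 fold change of Arhgef18 reversed to 0.02801. With the muscle covariate, adipocyte genes (0.002839), T cell genes (0.008809), oxidative phosphorylation (0.01377), complement and small RNA genes (0.03046 each), core Wnt targets (0.0416) and DNA repair (0.04709) passed, and muscle (0.7571), protein secretion (0.6837) and Reactome's striated muscle set (0.9607) reversed in MaP R172H/- tumors. The Wnt and beta-catenin list passed in MaP R245W/- tumors (0.04227), epithelial-mesenchymal transition (0.4582) no longer did, and muscle (0.4904), the TCF complex without histones (0.6441) and basal epithelial genes (0.7115) reversed. The covariate removes the muscle signal by construction.

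Among Reactome sets, with the correlation estimated, the beta-catenin:TCF set no longer passed in MaP R172H/- tumors (0.9976), and the beta-catenin:TCF, respiratory, cholesterol, SREBP and striated muscle sets no longer passed in MaP R245W/- tumors (0.5353 each). With fry, these last 5 had 0.4125, 0.268, 0.268, 0.1742 and 0.366. With at least 10 counts in every tumor, the beta-catenin:TCF set no longer passed in MaP R245W/- tumors (0.1025), and interferon gamma signaling (0.007648) and interferon signaling (0.0242) did. With the muscle covariate, the cholesterol set passed in MaP R172H/- tumors (0.03504) and interferon gamma signaling in MaP R245W/- tumors (0.00697), and the striated muscle set no longer did there (0.8957). Among named genes, Prss35 in MaP R172H/- tumors lost its call with the tumors of 1 mouse summed (log2 fold change 4.066) and with the muscle covariate (3.79), and Cstdc4 with the latter (-5.501).

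Leaving out 1 tumor took away the call, in MaP R172H/- tumors, of cholesterol (0.3289 without YZ7), epithelial (0.1169 without JM779-T1) and basal epithelial genes (0.08303 without YZ4). It gave a call there to adipocyte genes (0.006437 without JM836-T1), oxidative phosphorylation (0.01605 without JM779-T1), interferon gamma (0.02275 without JM663-T1), epithelial-mesenchymal transition (0.03009 without YZ3), DNA repair (0.04092 without JM779-T1) and Reactome's cholesterol set (0.01165 without JM663-T2). It took away, in MaP R245W/- tumors, the call of proliferation (0.4368 without JM833-T1), T cell (0.6519 without JM1564) and epithelial genes (0.7056 without JM779-T1) and of Reactome's beta-catenin:TCF set (0.08221 without JM663-T2). It gave a call there to Wnt and beta-catenin (0.02444 without JM833-T1) and to Reactome's interferon gamma (8.878e-04) and interferon signaling (0.002382) sets without JM1133. The tumor named is the one with the largest change, and for some of these results leaving out another tumor also changed the call.

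Across the 13 fits that each left out 1 tumor of the MaP R172H/- comparison, the FDR ranged from 0.0116 to 0.1446 for core Wnt targets, from 0.03208 to 0.983 for proliferation, from 0.3143 to 0.9861 for mTORC1, from 0.2059 to 0.9612 for MYC targets, from 0.2386 to 0.9907 for peroxisome and from 0.3019 to 0.9852 for unfolded protein response. It ranged from 0.0116 to 0.6349 for T cell genes, from 0.04871 to 0.3289 for complement, from 0.06023 to 0.8774 for protein secretion and from 0.009522 (without YZ7) to 0.9568 for interferon alpha. Across the 11 fits of the MaP R245W/- comparison, it ranged from 0.4239 to 0.9781 for the TCF complex without histones, from 1.205e-05 to 0.7687 (without JM1126) for epithelial-mesenchymal transition, from 4.098e-04 to 0.1519 for glycolysis, from 0.0344 to 0.9613 for inflammatory cytokines and from 0.1618 to 0.9835 for complement. It ranged from 2.367e-07 to 0.6519 for interferon gamma, from 3.177e-04 to 0.1385 for chemokines, from 0.1431 to 0.9967 for basal epithelial genes, from 0.1431 to 0.9361 for general immune genes and from 0.232 to 0.8085 for Reactome's interferon alpha/beta set. The log2 fold change of Nr5a2 in MaP R172H/- tumors ranged from -1.611 (without YZ6) to -0.7338, that of Pgr from -0.755 (without YZ4) to 3.356, and that of Arhgef18 in MaP R245W/- tumors from -0.2138 to 0.01107.

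For the motif, the share among genes higher in MaP R172H/- tumors was 70.1493% within 2 kb and 50.7463% within 1 kb, above the random sets where it had been below. Their median number of matches no longer passed against sets matched on GC content (6.0), without core histones (5.0) or upstream of the start codon (5.5). For Tables S6 and S7 the median no longer passed against sets matched on GC content (6.0 and 6.5), and it passed upstream of the start codon. Within 2 kb the median was 1.0 for all 3 sets of genes, within 1 kb it was 0.0 for both tables, and at p below 1e-5 it was 1.0, 1.0 and 1.5. Apart from Table S7 at p below 1e-5 (permutation p = 0.089), most random sets had the same median as these genes, so it decides nothing there. The share of Table S6 genes with a match had a permutation p of 0.0422 within 2 kb, 0.0034 within 1 kb and 0.0005 at p below 1e-5, and that of Table S7 genes 0.8481, 0.6225 and 0.5913. Genes were listed in these tables for having a match, so these shares are not an independent test. Pearson's r between the mutants' fold changes moved to 0.375694 with at least 10 counts in every tumor, and Spearman's rho to 0.328618 with the tumors of 1 mouse summed.

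Of 376 list values under alternatives other than leaving out a tumor, 273 kept their direction and side of the threshold, 64 became weaker, 20 stronger and 19 reversed. Of 648 with 1 tumor left out, 546 kept both. All 20 values of Trp53 and Nr5a2 under alternatives other than leaving out a tumor kept both.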

Differences from the paper's values

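The alternatives named here as chosen after seeing the values are tests chosen only after the result was seen.

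For genes higher in MaP R172H/- tumors, the paper's count is 106 and the count here was 67. Among alternatives set before the data were examined, the counts came within 1.5 times the paper's with all genes with a count (84) and with 1 fit of 3 groups (92). They did not with DESeq2's size factors (67), DESeq2 at its default settings (228), 10 counts in every tumor (31), tumors of 1 mouse summed (56), the muscle covariate (56), a fold change threshold of 1 (354), no fold change threshold (768) or any tumor left out other than those reaching 72, 73 and 85. Chosen after seeing the values, protein-coding genes with DESeq2 (117), DESeq2 on genes kept by filterByExpr (139) and both (87) also came within that range, and protein-coding genes with edgeR (36) did not.

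For MaP R245W/- tumors, the paper's counts are 28 genes higher and 51 lower, 79 in all, and 0 were called here, with 2527 genes at an unadjusted p below 0.05. None of the alternatives set before the data were examined came within 1.5 times of these counts: DESeq2 at its default settings gave 58 and 148, 1 fit of 3 groups 1 and 1, and leaving tumors out at most 1 and 3. Chosen after seeing the values, protein-coding genes with DESeq2 gave 40 and 58 (98 in all). DESeq2 on genes kept by filterByExpr, chosen after seeing the values, gave 29 and 80 (109 in all), and both together, also chosen after seeing the values, gave 21 and 44 (65 in all).

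For genes shared by both mutants, the paper's counts are 1 higher and 18 lower, and 0 and 0 were called here, with 418 higher and 327 lower at an unadjusted p below 0.05 in both. Among alternatives set before the data were examined, 1 fit of 3 groups gave 1 higher and 1 lower, and DESeq2 at its default settings gave 6 and 27, of which the 1 and the 27 come within 1.5 times of the paper's. Leaving out JM1564 gave 1 gene higher. Chosen after seeing the values, protein-coding genes with DESeq2 gave 3 and 19, DESeq2 on genes kept by filterByExpr 4 and 14, and both together 1 and 13.

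The paper names Wnt signaling as the only Hallmark set enriched in MaP R172H/- tumors, where 5 other lists were also higher here. Of the 5, only the cholesterol list stands for a Hallmark set that the paper names. That list did not pass without YZ7 (FDR = 0.329 from camera in limma). Its sets for complement, allograft rejection, protein secretion and MYC targets were enriched in MaP -/- tumors, where the lists here had FDR values of 0.128, 0.0720, 0.359 and 0.870. With preranked fgsea, and with the muscle covariate, the T cell and complement lists passed an FDR of 0.05. The paper takes Arhgef18, Fbxo2, Lime1, Msi1, Add2, Ankrd2, Myh4 and Prss35 as upregulated genes, where edgeR called, of these, Prss35 in MaP R172H/- tumors alone, and not with the tumors of 1 mouse summed or with the muscle covariate. DESeq2 at its default settings, an alternative set before the data were examined, also called Arhgef18 (log2 fold change 2.43), Fbxo2 (3.13) and Msi1 (2.43) in MaP R172H/- tumors. In MaP R245W/- tumors it called Add2 (3.23), Myh4 (6.58) and Prss35 (4.96).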

Other observations

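The tests of epithelial share and of adult myosin were chosen only after the result was seen, and so were GC content as an explanation in the motif search, though not the matched sets, and the mean number of motif matches as a statistic.

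Of 100 splits of the 13 tumors, 1 gave as many called genes as MaP R172H/- against MaP -/-, the real one. For MaP R245W/- against MaP -/-, 11 of 100 splits gave as many genes at an unadjusted p below 0.05. With DESeq2 on the genes kept by filterByExpr, a setting chosen after seeing the data, 8 of 35 splits gave at least as many calls. The splits moved single tumors rather than mice, so a difference between mice can enter their counts. A difference by chance between these groups stays open for single genes. For the lists past the threshold, 73 of 100 splits gave as many in the MaP R172H/- comparison and 1 of 100 in the MaP R245W/- comparison. For the Wnt list, 3 of 100 splits gave as small a p. Each comparison covered 27 lists.

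Oxidative phosphorylation genes were higher in MaP R245W/- tumors, and 1 of 100 splits, the real one, gave as small a p. The closest other split had a camera p of 6.51e-21, against 4.63e-22 for the real one. With the muscle score as a covariate the FDR was 4.716e-15, which argues against skeletal muscle as the whole cause. Lists matched on transcript length and expression had a mean of 0.2859 and an upper limit of 0.3708 against the list's 0.46, which argues against length as the whole cause, while most of the rise was shared by such lists. Histology, which differs among the tumors, stays open. Ribosomal protein genes had a median log2 fold change of 0.47 in MaP R245W/- and -0.49 in MaP R172H/- tumors, and matched lists had a mean of 0.3219 and an upper limit of 0.4016 in the former.

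Skeletal muscle genes were higher in some MaP R245W/- tumors, and 16 of 100 splits gave as small a p, so a difference by chance stays open. Adult isoforms made up 93.16% of sarcomeric myosin counts in these tumors, which is consistent with adult muscle tissue in the samples. JM1233 dominates that share, with 21351 adult and 1540 developmental counts, and in JM1126 the share was 71.37%.

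Immune lists were lower in MaP R172H/- tumors while epithelial genes were higher by a median of 1.145, which is consistent with a larger share of epithelial cells in these samples. As small a p for the epithelial list came from 43 of 100 splits, and the list no longer passed without JM779-T1. All 12 adipocyte genes but 1 were lower, though that list did not pass (FDR = 0.0919 from camera in limma). A change in immune cells themselves stays open.

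The Nr5a2 motif had a match upstream of 98.6527% of the other genes tested, so a match in nearly every region is a candidate explanation for its share among upregulated genes. For the genes of Table S6, the median number of matches, the statistic set before the data were examined, had a permutation p of 0.1638 against sets matched on GC content, which is consistent with GC content as the source. The mean number had 0.0005, which argues against GC content as the whole source, so the answer depends on the statistic. The same split appeared for Table S7, with 0.0991 for the median and 0.0184 for the mean.

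At least 7 neighboring genes were raised together in 8 cases, each in 1 tumor, and 2 of these, in JM1564 and JM833-T2, cover the same region of chromosome 6. The search of 12454 genes gave 22 runs, and shuffled gene orders gave 0.03 on average, which argues against chance runs. Gains of these regions and joint regulation of neighboring genes stay open, and DNA was not measured. Met ranged from 57.33 to 15770 CPM over the 18 tumors. Its group medians were 9186 CPM in MaP R172H/-, 4934 CPM in MaP R245W/- and 7689 CPM in MaP -/- tumors, so a high level was common to all groups. Genes within 1 Mb had a median Spearman rho with Met of 0.3798, against 0.098 for genes 5 to 20 Mb away (Fisher's exact p = 0.123 for the share above 0.5). With 8 genes nearby, a correlation across tumors has little power for a gain that most tumors share. The search for runs measured rises over the median of the 18 tumors, so it would miss such a gain too. Neither test decides, and a gain of the Met region stays open.

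Esr1 had means of 11.5, 11.0 and 17.1 CPM in MaP R172H/-, MaP R245W/- and MaP -/- tumors, Pgr 13.3, 0.583 and 2.89 CPM, and Erbb2 89.7, 83.7 and 56.6 CPM. The MaP R172H/- mean of Pgr rests on YZ4 (82.14 CPM), and the group median was 2.16 CPM. Without YZ4, the log2 fold change of Pgr against MaP -/- tumors went from 2.20 to -0.755. In MaP R245W/- tumors, core histone genes had an FDR of 4.53e-23 from camera in limma, small RNA genes 1.94e-06, adipocyte genes 5.63e-05 and protein secretion genes 0.00132.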
